# Cardiac fibroblast proliferation rates and collagen expression mature early and are unaltered with advancing age

**DOI:** 10.1172/jci.insight.140628

**Published:** 2020-12-17

**Authors:** Rimao Wu, Feiyang Ma, Anela Tosevska, Colin Farrell, Matteo Pellegrini, Arjun Deb

**Keywords:** Aging, Cardiology, Cardiovascular disease, Extracellular matrix, Fibrosis

## Abstract

Cardiac fibrosis is a pathophysiologic hallmark of the aging heart, but little is known about how fibroblast proliferation and transcriptional programs change throughout the life span of the organism. Using EdU pulse labeling, we demonstrated that more than 50% of cardiac fibroblasts were actively proliferating in the first day of postnatal life. However, by 4 weeks, only 10% of cardiac fibroblasts were proliferating. By early adulthood, the fraction of proliferating cardiac fibroblasts further decreased to approximately 2%, where it remained throughout the rest of the organism’s life. We observed that maximal changes in cardiac fibroblast transcriptional programs and, in particular, collagen and ECM gene expression both in the heart and cardiac fibroblast were maximal in the newly born and juvenile animal and decreased with organismal aging. Examination of DNA methylation changes both in the heart and in cardiac fibroblasts did not demonstrate significant changes in differentially methylated regions between young and old mice. Our observations demonstrate that cardiac fibroblasts attain a stable proliferation rate and transcriptional program early in the life span of the organism and suggest that phenotypic changes in the aging heart are not directly attributable to changes in proliferation rate or altered collagen expression in cardiac fibroblasts.

## Introduction

The mammalian cardiac muscle cell is highly proliferative within the first few days of birth (1) but subsequently undergoes cell cycle arrest (2), and the myocyte undergoes minimal turnover for the rest of the life of the organism (3). As the organism transitions from immediate postnatal life to early adulthood and then to old age, age-related changes occur both in the cellular and extracellular components of the heart (4). Cardiac fibroblasts reside in an interstitial position between cardiomyocytes and are the principal cells that secrete extracellular matrix (ECM) (5). They exist in a quiescent state (6) in the uninjured heart; however, it is not clear whether fibroblasts exhibit an age-dependent increase in proliferation rate or increase in ECM gene expression that potentially contributes to age-related cardiac fibrosis. In fact, little is known about how cardiac fibroblast proliferation rates and transcriptional programs change from the immediate postnatal period through early adulthood and advanced age.

In this study, we investigate changes in cardiac fibroblast proliferation and transcription throughout the life span of the mouse, starting from day 1 of postnatal life through the early juvenile period (4 weeks), adulthood (14 and 24 weeks), and advanced age (1 and 1.5 years), to determine whether such age-dependent dynamic changes in the fibroblast could underlie the phenotype of increased fibrosis in the aging heart. We determined cardiac fibroblast proliferation rates in hearts of mice at different ages by measuring markers of proliferation or by pulse labeling of animals with 5-ethynyl-2′-deoxyuridine (EdU). Using these corroborative methodologies, we observed that the highest rates of cardiac fibroblast proliferation were in the immediate postnatal period, with subsequent decline in the rates of proliferation across early juvenile and early adulthood periods. By 14 weeks of age, the proliferative rates of cardiac fibroblasts had attained a low steady state of 2%–3% and despite advancing organismal aging, no further changes in cardiac fibroblast proliferation were observed. Concordant with age-related changes in cardiac fibroblast proliferation rate, we observed that there was no significant difference between the absolute numbers of cardiac fibroblasts between mice at 14 weeks of age and 1.5 years of age. We observed that the composition of the nonmyocyte cell population in the neonatal heart differs significantly from that of the juvenile or adult heart. In the neonatal heart, cardiac fibroblasts constituted most of the nonmyocyte cells and by early adulthood, with progressive decrease in fibroblast proliferation, endothelial cells formed most of the nonmyocyte cell fraction, which continued with organismal aging. Taken together, these observations demonstrate that cardiac fibroblasts attain a stable proliferation rate early in adulthood and do not exhibit an age-dependent increase in proliferation.

Collagens form the major component of the cardiac ECM. Because the aging heart is known to be more fibrotic, we investigated whether changes in fibroblast transcriptional programs and, in particular, collagen expression increases with age. Cardiac fibroblasts and hearts, from which cardiac fibroblasts were isolated, were harvested at different ages for gene expression analysis by RNA-Seq. Expression analysis of all collagens demonstrated that the highest collagen gene expression occurred in the immediate postnatal period, with a progressive decrease in collagen expression in juveniles, adults, and mice of advancing age. As epigenetic changes such as DNA methylation have recently been shown to be strong determinants of biological aging, we examined the degree of DNA methylation in cardiac fibroblasts isolated from early adulthood (14 weeks) and advanced age (1.5 years). However, we did not observe any significant differences in methylation. Our data suggest that cardiac fibroblasts do not exhibit an age-dependent increase in proliferation, collagen expression, or DNA methylation. Collectively, these results show that age-related cardiac phenotypes such as increased fibrosis cannot be directly attributed to altered fibroblast proliferation or increased ECM gene expression.

## Results

### EdU labeling of fibroblasts in hearts of neonatal, juvenile, adult, and old mice.

To determine proliferation rates in cardiac fibroblast at various ages in postnatal life, we administered the thymidine analog EdU daily for 7 days to pregnant animals (7 days before delivery) or animals at 4 weeks, 14 weeks, 24 weeks, and 1 year of age (Figure 1A). At the completion of 7 days of daily EdU administration, the animals were euthanized and the hearts harvested and subjected to enzymatic digestion to remove myocytes and isolate the nonmyocyte fraction (7). We next subjected the nonmyocyte fraction to flow cytometry to determine the fraction of cardiac fibroblasts that retained EdU. Owing to the lack of a universal marker for cardiac fibroblasts, a panoply of cell surface antigens (PDGFRα, MEFSK4, and CD90.2 [Thy 1.2]) that are known to be abundantly expressed in cardiac fibroblasts were used for identifying cardiac fibroblasts (8, 9). Flow cytometry demonstrated that, on postnatal day 1, 69.70% ± 5.73% of MEFSK4 (Figure 1B), 63.78% ± 4.40% of PDGFRα (Figure 1C), and 66.90% ± 2.97% of Thy1.2 (Figure 1D) cardiac fibroblasts retained EdU (mean ± SD, *n* = 5 hearts). However, by 4 weeks of age, the number of cells that had taken up EdU during the prior 7 days of administration had dropped to 10.18% ± 3.96% for MEFSK4 cardiac fibroblasts (mean ± SD, *n* = 7 hearts), 7.91% ± 2.80% for PDGFRα (mean ± SD, *n* = 6 hearts), and 7.70% ± 1.54% for Thy1.2 cardiac fibroblasts, respectively (mean ± SD, *n* = 11) (Figure 1, B–D). At 14 weeks (mean ± SD, *n* = 5 [MEFSK4], *n* = 6 [PDGFRα, Thy1.2]) and 24 weeks (mean ± SD, *n* = 5), we observed a further decrease with approximately 2.1%–5.5% of cardiac fibroblasts being positive for EdU uptake (mean ± SD, *n* = 5). At 1 year of age, the fraction of cardiac fibroblasts that had taken up EdU was 4.30% ± 2.26% for MEFSK4, 1.98% ± 0.57% for PDGFRα, and 2.49% ± 0.57% for Thy1.2 (mean ± SD, *n* = 5), and there were no significant differences between the fraction of EdU-positive cardiac fibroblasts between 14 weeks, 6 months, and 1 year (Figure 1, E–G). Taken together, these observations suggest the highest rates of cardiac fibroblast proliferation are observed in the immediate postnatal period and that the proliferation rate rapidly declines by the early juvenile period (4 weeks) and significantly declines further to a stable and low level of cardiac fibroblast proliferation by early adulthood (14 weeks), remaining similar with advancing organismal age.

### Determination of cardiac fibroblast proliferation by assessment of proliferation markers.

To corroborate our results with EdU uptake by cardiac fibroblasts, we determined marker expression of cardiac fibroblast proliferation. We adopted a similar experimental design and again harvested hearts of animals at postnatal day 1, 4 weeks, 14 weeks, 6 months, and 1 year of age; isolated cardiac fibroblasts; and used the same markers to determine the fraction of cardiac fibroblasts expressing Ki67, a marker of proliferation (Figure 2A). We observed that the highest rates of proliferation occurred at postnatal day 1, with 51.93% ± 9% of PDGFRα, 37.53% ± 5.6% of MEFSK4, and 45.93% ± 7.03% of Thy1.2 cardiac fibroblasts coexpressing Ki67 (mean ± SD, *n* = 6 hearts) (Figure 2, B–D). Overall, these numbers agree with the fraction of cardiac fibroblasts that had taken up EdU at postnatal day 1 and suggest that more than one-half of cardiac fibroblasts are actively proliferating at postnatal day 1. At 4 weeks of age, 6.55% ± 2.38% of PDGFRα (mean ± SD, *n* = 12 hearts), 13.03% ± 3.11% of MEFSK4 (mean ± SD, *n* = 14 hearts), and 8.13% ± 1.57% of Thy1.2 (mean ± SD, *n* = 12 hearts) cardiac fibroblasts coexpressed Ki67 (Figure 2, B–D). These observations mirror the significant decreases in the fraction of proliferating cardiac fibroblasts from postnatal day 1 to 4 weeks seen with EdU administration. At 14 weeks of age, the fraction of proliferating cardiac fibroblasts expressing Ki67 had significantly decreased further to between 2.4% and 4.8% (mean ± SD, *n* = 5 [PDGFRα], *n* = 7 [MEFSK4, Thy1.2]); however, beyond 14 weeks, the rate of cardiac fibroblast proliferation again remained similar, with no significant differences in the fraction of proliferating cardiac fibroblasts between 14 weeks, 6 months, and 1 year of age (Figure 2, E–G).

### Fraction of cardiac fibroblasts comprising the nonmyocyte population from postnatal day 1 to 1 year of age.

We next determined the fraction of cardiac fibroblasts constituting the cardiac nonmyocyte cell population. Emerging evidence suggests that cardiac fibroblasts in the adult animal comprise approximately 20% of the nonmyocyte fraction, with endothelial cells comprising most of the nonmyocytes in the adult heart (9). We performed flow cytometry for endothelial marker (CD31) and observed that CD31-expressing cells made up only 30.87% ± 2.15% of nonmyocyte cells at postnatal day 1 (mean ± SD, *n* = 10 hearts); however, the fraction of endothelial cells by 4 weeks had increased to approximately 69.83% ± 9.24% of the nonmyocyte population (mean ± SD, *n* = 10 hearts) and remained close to 65% at 14 weeks, 24 weeks, and 1 year (Figure 3, A and E). Our data are consistent with recent reports that endothelial cells represent the predominant nonmyocyte population in the adult heart (9). By contrast, the population of PDGFRα-expressing fibroblasts as a fraction of the nonmyocyte population was approximately 45.60% ± 12.27% at postnatal day 1 (mean ± SD, *n* = 10 hearts) but had decreased to 29.78% ± 9.82% at 4 weeks (mean ± SD, *n* = 23 hearts) and remained between 25% and 30% of the nonmyocyte population in adults and mice of advancing age (Figure 3, B and F). The fraction of Thy1.2 and MEFSK4 cells constituting the nonmyocyte fraction did not change significantly from neonatal to adult life and beyond, suggesting that cardiac fibroblasts identified by PDGFRα expression undergo the most dynamic changes in numbers, from neonatal life to adulthood (Figure 3, C, D, G, and H). Our results show that the composition of the nonmyocyte cell population of the neonatal heart is significantly different from that observed in the adult heart; however, by 4 weeks of age, the cellular composition of cardiac nonmyocytes is very similar to that in the adult heart, and the fraction of cardiac fibroblasts constituting the nonmyocyte fraction does not significantly change with advancing age (Figure 3, E–H) (mean ± SD, *n* = 10 hearts).

Next, we examined the absolute numbers of cardiac fibroblasts in hearts of mice from the neonatal period to old age to determine whether the changes in the absolute numbers of cardiac fibroblasts were concordant with age-dependent changes in cardiac fibroblast proliferation rates. To determine the absolute numbers of cardiac fibroblasts, we harvested whole heart tissue from animals postnatal day 1 to 1.5 years of age, isolated the cardiac fibroblasts by MEFSK4, Thy1.2, and PDGFRα expression, and normalized the number of cardiac fibroblasts to the total number of cells in unit weight of heart tissue as previously described (10). We observed that the number of MEFSK4, Thy1.2, and PDGFRα cardiac fibroblasts at 4 (mean ± SD, *n* = 20 hearts) and 14 weeks (mean ± SD, *n* = 21 hearts) of age was significantly greater than that in animal hearts of postnatal day 1 (mean ± SD, *n* = 21 [MEFSK4], *n* = 20 [PDGFRα], *n* = 26 [Thy1.2]) and 4 weeks of age, respectively (Figure 4, A–C). However, there was no significant difference in absolute cardiac fibroblast numbers between animals 1.5 years (mean ± SD, *n* = 14 hearts) and 14 weeks of age with the absolute numbers of PDGFRα cardiac fibroblasts, demonstrating a slight but significant decrease at 1.5 years compared with 14 weeks (Figure 4, A–C). Therefore, these data are concordant with the age-dependent changes observed in cardiac fibroblast numbers. Cardiac fibroblasts are highly proliferative in the immediate postnatal period and remain proliferative at 4 weeks of age, albeit at a lower proliferative rate. Therefore, the absolute numbers of cardiac fibroblasts are higher at 4 weeks compared with postnatal day 1 and at 14 weeks compared with 4 weeks. However, the proliferation rate declines thereafter and remains stable for the rest of the life of the organism, and absolute cardiac fibroblast numbers do not change significantly thereafter with age.

We also investigated whether there were sex-specific differences in absolute cardiac fibroblast proliferation rates. Examination of the absolute numbers of MEFSK4-expressing cardiac fibroblasts did not show any differences between male and female mice at postnatal day 1, 4 weeks, 14 weeks, or 1.5 years of age (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.140628DS1). Similarly, there were no differences in the proliferation rates of Thy1.2-expressing cardiac fibroblasts (as measured by Edu uptake) between male and female animals at different ages (Supplemental Figure 1B).

### Gene expression changes in cardiac fibroblasts and the heart from postnatal to advanced age.

As the heart ages, there is accumulation of ECM or fibrosis that is considered to be characteristic phenotype of cardiac aging. Because cardiac fibroblasts do not exhibit an age-dependent increase in proliferation, we next investigated how the transcriptional program of cardiac fibroblasts changes from immediate postnatal life to advanced age. For this purpose, we harvested hearts from animals at postnatal day 1, 4 weeks, 14 weeks, 1 year, and 1.5 years of age. 

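RNA was sequenced from 12 samples of PDGFRα-expressing cardiac fibroblasts and 15 whole heart samples of C57BL/6 mice at 5 ages. The sample labels give 3 fibroblast samples at postnatal day 1 and at 4 weeks, 2 at each later age, and 3 whole heart samples at every age. The authors mapped the reads with STAR and deposited the number of reads counted on each of 22855 genes, without normalization. Total counts per sample ranged from 54615898 to 76758831 in cardiac fibroblasts and from 46091271 to 67984404 in whole hearts. Genes of the mitochondrial genome took a mean of 4.37% of the counts in cardiac fibroblasts and 23.3% in whole hearts. Ages were compared within each tissue with edgeR's quasi-likelihood F test on counts scaled by the TMM method (levels are given as CPM), with p values adjusted by the Benjamini-Hochberg method over all genes tested. The filter on low counts left 18759 genes in cardiac fibroblasts and 17995 in whole hearts. Fold changes are given on the log2 scale, and each SE was computed as the size of the log2 fold change divided by the square root of the F statistic. Xist, which is expressed from the inactive X chromosome, was between 0.0173 and 0.570 CPM in the samples of 14 weeks and 1 year, and at least 6.48 in all others. The Y-linked gene Ddx3y was between 0.0368 and 0.397 CPM at 1.5 years and at least 1.64 at every other age. The sample labels do not give the sex of the animals. A gene with at most 3 counts in every sample of an age was treated as being at the limit of detection there.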

Cardiac fibroblasts were isolated by PDGFRα expression, and both cardiac fibroblasts and the hearts from which they were isolated were subjected to gene expression analysis by RNA-Seq. 

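Among the 5 ages, 3731 of the genes tested in cardiac fibroblasts differed at an adjusted p under 0.05 (edgeR's quasi-likelihood F test). From postnatal day 1 to 4 weeks, 2903 genes changed, of which 1740 rose and 1163 fell. Fewer changed at the next steps, 726 from 4 to 14 weeks and 334 from 14 weeks to 1 year. The later ages had fewer samples, which also lowers such counts. With only the 2 ages fitted, the count from 14 weeks to 1 year was well above 726, so the order of these steps depends on the fit. Between postnatal day 1 and 1.5 years, 3061 genes differed. The alternative that raised the count over all ages most was DESeq2 in place of edgeR, with 5474 genes. Among protein-coding genes with an adjusted p under 0.05, a mean of at least 10 CPM at either age, and no overlap between the samples of postnatal day 1 and 4 weeks, Duox1, Stmn4, and Itih2 rose most and Magel2, Wdr86, and Cfi fell most. Each of these genes was at the limit of detection in every sample of the lower age, so that its fold change is a lower limit. Expression at 4 weeks was at least 729-fold higher for Duox1, 391-fold for Stmn4, and 319.8-fold for Itih2. It was at least 713-fold lower for Magel2 (adjusted p = 3.3e-05), 303-fold for Wdr86 (adjusted p = 0.0152), and 290.2-fold for Cfi (adjusted p = 0.00394).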

First, we analyzed differentially expressed genes (DEGs) among PDGFRα-expressing cardiac fibroblasts from all age groups (i.e., from postnatal day 1 to 1.5 years) and performed weighted gene correlation network analysis (WGCNA) to find modules of genes highly correlated with advancing age (Figure 5A). Of the modules described, we observed that the genes in modules 3 and 17 (M3 and M17) exhibited the strongest correlation with advancing age (Figure 5B). 

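The paper's text does not list every gene of a module, so each module was represented by its genes listed in the paper, 56 for M3 (Table 1) and 51 for M17 (Table 2). The eigengene of each list, its first principal component over rlog-transformed counts, was correlated with the order of the ages across 12 cardiac fibroblast samples. For the M3 genes, which carried 70.2% of their variance in the eigengene, Pearson's r was -0.92 (permutation p = 3e-05) and Spearman's rho -0.98 (permutation p = 1e-05, the smallest that the permutations can give). The M17 genes had an r of 0.97 (permutation p = 1e-05) and a rho of 0.97, at the same limit of the permutations. All tests were two-sided, and the Benjamini-Hochberg adjustment over the 4 modules examined in both tissues left p at 3e-05 for M3 and 1.3e-05 for M17. When the 2 samples farthest from the median age, which are those of 1.5 years, were left out, r was -0.94 for M3 and 0.99 for M17. With age in days in place of the order of the ages, r moved most, to -0.78 for M3 and 0.87 for M17. The genes were listed by the paper because they follow age in these samples, so the correlations describe them and do not test the choice. No batch is named in the labels, but the fibroblast replicate numbers of postnatal day 1 and 4 weeks do not recur at the later ages.

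**Figure D1:**
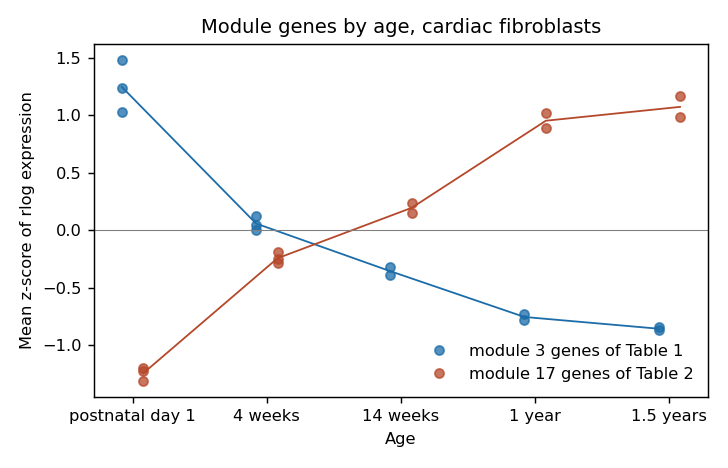
Mean z-score of rlog-transformed expression (vertical axis, no unit) of the M3 and M17 genes in each cardiac fibroblast sample, by age. Points are samples and lines join the means of the ages, which go from 1.25 at postnatal day 1 to -0.85 at 1.5 years for M3 and from -1.24 to 1.07 for M17.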

M3 represented a cluster of genes that was progressively downregulated with advancing age, and gene ontology analysis demonstrated genes associated with cell cycle and DNA replication to be predominantly downregulated, consistent with our observations of decreased cell proliferation of cardiac fibroblasts with age (Figure 5C and Table 1). 

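Of the Table 1 genes, 54 had a lower mean at 4 weeks than at postnatal day 1, 14 of them at an adjusted p under 0.05 (edgeR's quasi-likelihood F test), and the median log2 fold change was -0.36. Against postnatal day 1, all 56 had a lower mean at 1.5 years, 39 of them past the threshold, with a median of -0.70. From 14 weeks to 1.5 years the median was -0.19, and 1 gene passed the threshold. The gene for Ki67, Mki67, fell from 205 ± 49.8 (SD, n = 3) CPM at postnatal day 1 to 47.8 ± 24.2 (SD, n = 3) at 4 weeks, a log2 fold change of -2.10 (SE 0.37, adjusted p = 0.00169). It fell again to 6.45 ± 0.00674 (SD, n = 2) at 14 weeks (log2 fold change -2.89, adjusted p = 0.00429) and was not detectably different between 14 weeks and 1.5 years (log2 fold change -0.66, adjusted p = 0.544). From the gene ontology terms of M3, the paper proposes that the fall of cell cycle and DNA replication genes goes with the decreased proliferation of cardiac fibroblasts.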

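The genes of M17 in cardiac fibroblasts were represented by those of Table 2. From postnatal day 1 to 4 weeks 31 of them were higher at an adjusted p under 0.05 (edgeR's quasi-likelihood F test), with a median log2 fold change of 0.79. From this list 5 passed from 4 to 14 weeks, with a median of 0.22, and 8 from 14 weeks to 1.5 years, with a median of 0.46. Between postnatal day 1 and 1.5 years, 49 passed as higher and the median was 1.43. Of the module's genes, 6 belong to a list of immediate early and heat shock genes, which was set up because such genes can respond to the isolation of cells. Those 6 had a median log2 fold change of 2.33 between postnatal day 1 and 1.5 years, and the other 45 a median of 1.37.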

A smaller cluster of genes (M17) demonstrated age-dependent increase in expression in cardiac fibroblasts and represented genes regulating metabolic pathways, MAPK, and inflammation (Figure 5D and Table 2). A similar analysis of genes that correlate with advancing age in the whole heart demonstrated a module of genes (M1) to be progressively downregulated with age (Figure 6, A and B), and this contained a diverse set of genes regulating cellular and organelle organization, protein modification, and associated metabolic processes (Figure 6C and Table 3). 

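Among the 5 ages, 6178 genes differed in whole hearts at an adjusted p under 0.05 (edgeR's quasi-likelihood F test). This count moved most with scaling by library size only, to 8386 genes. From postnatal day 1 to 4 weeks 2179 genes rose and 1097 fell, and by the rule used for cardiac fibroblasts the largest rises were in 2210407C18Rik, Ces1d, and Hrasls and the largest falls in Tnni1, Dlk1, and Myh7. The log2 fold change was 6.39 for Ces1d (adjusted p = 2.4e-09) and -9.95 for Tnni1 (adjusted p = 4.4e-06), and 2210407C18Rik was at least 285-fold higher at 4 weeks. Across 15 whole heart samples, the eigengene of the 35 genes listed in Table 3 had a Pearson's r of -0.98 with the order of the ages (permutation p = 1e-05) and a Spearman's rho of -0.98. Samples of postnatal day 1 and 1.5 years lie equally far from the median age here, and without 2 of those of postnatal day 1, r was -0.97. Between postnatal day 1 and 4 weeks, 8 of these genes were lower at an adjusted p under 0.05 (edgeR's quasi-likelihood F test). Between 14 weeks and 1.5 years 22 passed as lower, with a median log2 fold change of -0.88. All 35 passed as lower at 1.5 years against postnatal day 1. Across the 12972 whole heart genes that had a known transcript length and a mean of at least 1 CPM, the log2 fold change from 14 weeks to 1.5 years fell with transcript length (Spearman's rho -0.55, across genes, which are not independent replicates). The Table 3 genes have a median transcript length of 5919 bases.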

Clusters of genes that show progressive upregulation with advancing age (M17) in the whole heart included genes that regulated mitochondrial function, including electron transport chain, ATP synthesis, and mitochondrial organization (Figure 6D and Table 4).

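The 32 genes listed in Table 4 moved the other way in whole hearts. Their eigengene had a Pearson's r of 0.96 with the order of the ages (permutation p = 1e-05) and a Spearman's rho of 0.98. Without 2 of the postnatal day 1 samples, r was 0.95. From postnatal day 1 to 4 weeks 24 genes were higher at an adjusted p under 0.05 (edgeR's quasi-likelihood F test), with a median log2 fold change of 0.70. From 14 weeks to 1.5 years 25 passed as higher, with a median of 0.72. These transcripts are short, with a median length of 1144 bases. Random lists of genes matched on length and expression had a median log2 fold change of 0.60 over the same interval, with 95% of the lists between 0.43 and 0.75.

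**Figure D2:**
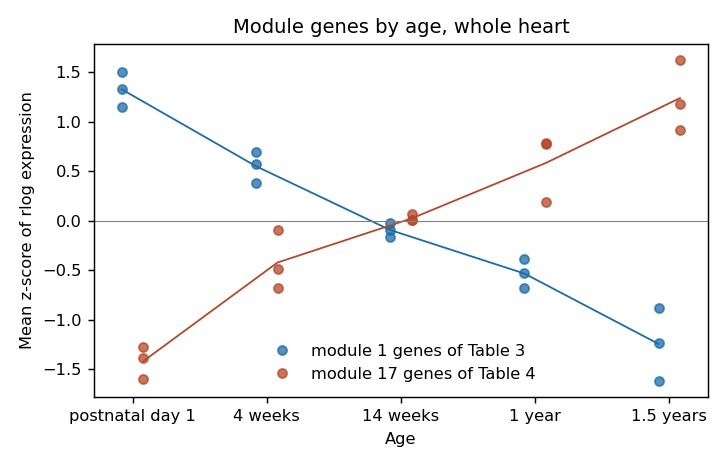
Mean z-score of rlog-transformed expression (vertical axis, no unit) of the Table 3 (M1) and Table 4 (M17) genes in each whole heart sample, by age. Points are samples and lines join the means of the ages, which go from 1.33 at postnatal day 1 to -1.25 at 1.5 years for M1 and from -1.42 to 1.24 for M17.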

Because the aging heart is known to be more fibrotic, we determined collagen expression in the heart as well in PDGFRα fibroblasts isolated from animals at postnatal day 1 to 1.5 years of age. 

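The 43 collagen genes shown in Fig. 5, E and F, took 10.3% ± 0.957 of all counts in cardiac fibroblasts at postnatal day 1 (SD, n = 3) and 8.02% ± 0.628 at 4 weeks (SD, n = 3). The share was 3.86% ± 0.0131 at 14 weeks, 5.37% ± 0.884 at 1 year, and 2.93% ± 0.712 at 1.5 years (SD, n = 2 each). In whole hearts the share was 0.603% ± 0.120 at postnatal day 1, 0.453% ± 0.0611 at 4 weeks, 0.144% ± 0.0322 at 14 weeks, 0.100% ± 0.0111 at 1 year, and 0.145% ± 0.0298 at 1.5 years (SD, n = 3 each). Between postnatal day 1 and 4 weeks the exact permutation test gave p = 0.1 in each tissue (two-sided), the smallest p that 3 samples against 3 allow. When the counts of the mitochondrial genome were left out of the total, the exact permutation test gave p = 0.4 in whole hearts.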

We observed that most collagen gene expression, including the genes for the principal collagens Col I (Col1a1, Col1a2, and Col1a3) and Col III (Col3a1), significantly decreased from the neonatal period to 4 weeks and beyond (Figure 5E). 

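In cardiac fibroblasts, 13 of the 43 collagen genes tested were lower at 4 weeks than at postnatal day 1 and 8 were higher at an adjusted p under 0.05 (edgeR's quasi-likelihood F test). With p adjusted over the collagen genes alone, 15 were lower and 9 higher. The alternative that moved the count most was the demand for at least a 2-fold change, which left 8 lower genes. Col1a1, on chromosome 11 from 94936224 to 94953042 of GRCm38, fell from 21025 ± 3588 (SD, n = 3) CPM to 11716 ± 1074 (SD, n = 3), a log2 fold change of -0.84 (SE 0.20, adjusted p = 0.0132). Col1a2 changed by -0.40 (SE 0.17, adjusted p = 0.14) and Col3a1 by -0.19 (SE 0.22, adjusted p = 0.625), so that neither passed the threshold over this interval. With DESeq2 in place of edgeR, Col1a2 passed (adjusted p = 0.0308). The files and the GENCODE M21 annotation list no gene named Col1a3. From 4 to 14 weeks 17 collagen genes were lower, among them Col1a1 (log2 fold change -1.40, adjusted p = 0.00714), Col1a2 (log2 fold change -1.07, adjusted p = 0.0098), and Col3a1 (log2 fold change -1.74, adjusted p = 0.00369). The mean was highest at postnatal day 1 for 27 of the collagen genes.

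**Figure D3:**
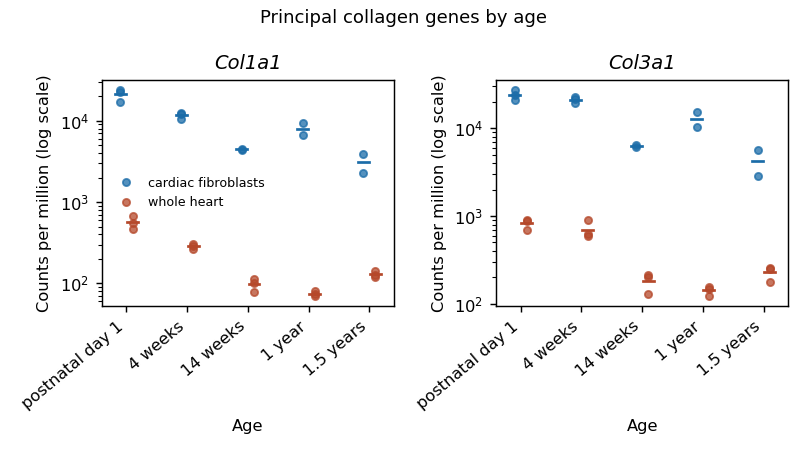
CPM (TMM-scaled, logarithmic axis) of Col1a1 and Col3a1 in each sample of both tissues, by age. Points are samples and short lines are means, and Col1a1 in cardiac fibroblasts lies between 16981 and 23826 CPM at postnatal day 1 and between 2286 and 3887 at 1.5 years.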

Only genes encoding for Col IV, a collagen present in the basement membrane of blood vessels showed increased expression from postnatal day 1 to 4 weeks of age, consistent with our observations of more endothelial cells at 4 weeks of age (Figure 5E). 

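The Col IV genes moved in different directions in cardiac fibroblasts. Col4a3 rose from 2.39 ± 2.10 (SD, n = 3) CPM at postnatal day 1 to 253 ± 17.2 (SD, n = 3) at 4 weeks, a log2 fold change of 6.71 (SE 0.51, adjusted p = 2.2e-06) in edgeR's quasi-likelihood F test. Col4a4 rose by 5.66 (adjusted p = 1.7e-07), Col4a5 by 3.43 (adjusted p = 1.7e-07), and Col4a6 by 3.62 (adjusted p = 4.4e-08). Col4a1 and Col4a2, which had the highest counts of the family, were lower at 4 weeks. Col4a1 went from 6447 ± 612 (SD, n = 3) to 4782 ± 407 (SD, n = 3) CPM (log2 fold change -0.43, adjusted p = 0.0354) and Col4a2 from 4675 ± 448 (SD, n = 3) to 2586 ± 331 (SD, n = 3) (log2 fold change -0.85, adjusted p = 7.4e-04). Col4a1 did not pass when the 2 ages were fitted alone (adjusted p = 0.0955). Outside Col IV, 4 collagen genes were also higher at 4 weeks at an adjusted p under 0.05. Over the same interval, 9 endothelial marker genes had a median log2 fold change of 0.90 in the fibroblast samples, and Pecam1, the gene for CD31, changed by 0.90 (adjusted p = 0.365). The mean log2 CPM of these markers was 5.99, 5.24, and 5.30 in the samples of postnatal day 1. At 4 weeks it was 5.54, 5.41, and 7.51, so only replicate 3 lay above postnatal day 1.

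**Figure D4:**
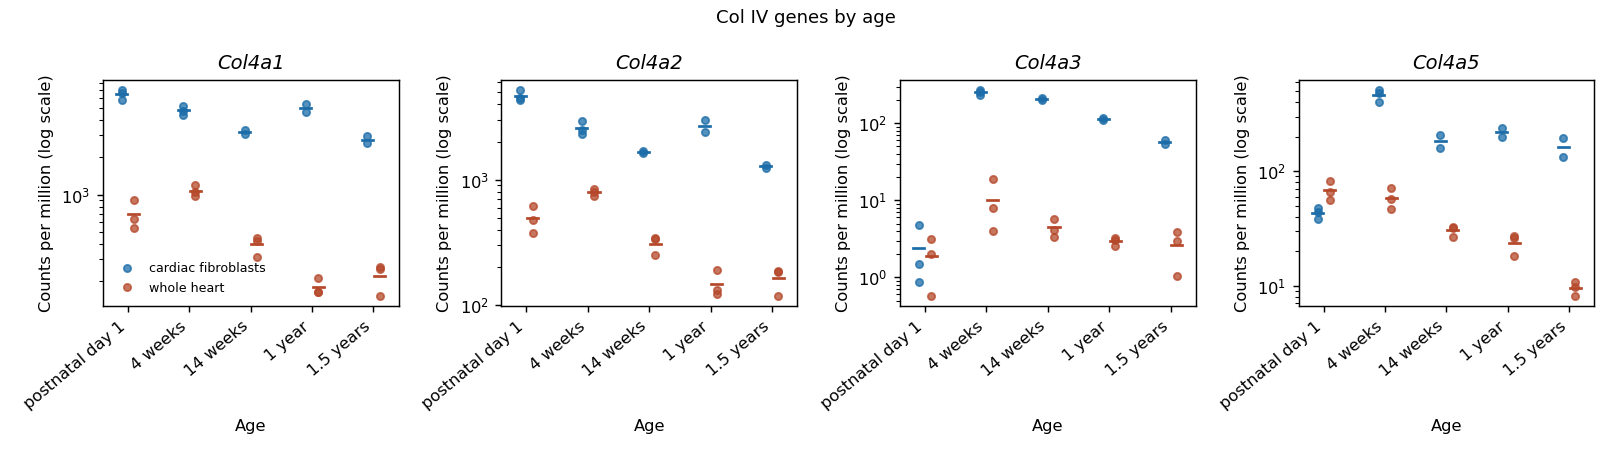
CPM (TMM-scaled, logarithmic axis) of Col4a1, Col4a2, Col4a3, and Col4a5 in each sample of both tissues, by age. Points are samples and short lines are means, and Col4a5 in cardiac fibroblasts lies between 38.3 and 47.2 CPM at postnatal day 1 and between 400.3 and 513 at 4 weeks.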

Analysis of collagen expression in the whole heart mirrored that of cardiac fibroblasts, with the principal collagen encoding genes for Col1 and Col III exhibiting the highest expression in postnatal day 1 and undergoing downregulation of expression with age (Figure 5F). 

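In whole hearts, 40 collagen genes were tested, of which 6 were lower and 8 higher at 4 weeks than at postnatal day 1 (edgeR's quasi-likelihood F test, adjusted p under 0.05). With p adjusted over the collagen genes alone, 12 were lower and 9 higher. This count moved most when samples were scaled by library size only, to 17 lower genes, a scaling that shifts the median log2 fold change of all genes by -0.51. Col1a1 went from 561 ± 106 (SD, n = 3) to 286 ± 18.1 (SD, n = 3) CPM, a log2 fold change of -0.97 (SE 0.16, adjusted p = 3.5e-04). Col1a2 changed by -0.51 (adjusted p = 0.073) and Col3a1 by -0.23 (adjusted p = 0.514), and neither passed the threshold. With library size scaling Col1a2 was -1.01 (adjusted p = 0.00264) and Col3a1 -0.73 (adjusted p = 0.0321). From 4 to 14 weeks the log2 fold change was -1.54 for Col1a1, -1.38 for Col1a2, and -1.95 for Col3a1 (adjusted p = 1.4e-04, 0.00111, and 2e-04). Whether the change from postnatal day 1 to 4 weeks differed between the tissues was tested as an interaction in edgeR. It differed for 8 of the collagen genes, and among the principal collagens the difference was 0.12 (SE 0.28, adjusted p = 0.968) for Col1a1 and 0.03 (SE 0.34, adjusted p = 1.00) for Col3a1.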

We examined the total collagen content of hearts. Consistent with previous reports of increased collagen content in the aging heart (11), we determined the 1.5-year-old heart had 51% more collagen than the postnatal day 1 heart (69.3 ± 9.01 μg/mg in 1.5-year-old hearts [*n* = 11] vs. 45.7 ± 8.3 μg/mg in postnatal day 1 hearts [*n* = 9], mean ± SD) (Figure 6E). Therefore, these data suggest that although collagen expression in the heart and the cardiac fibroblasts significantly decreases with age, the heart accumulates collagen protein with age. 

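At 1.5 years, 19 collagen genes in cardiac fibroblasts and 19 in whole hearts were lower than at postnatal day 1 at an adjusted p under 0.05 (edgeR's quasi-likelihood F test), and 6 and 2 were higher. The log2 fold change of Col1a1 was -2.77 (SE 0.25, adjusted p = 8.2e-06) in cardiac fibroblasts and -2.11 (SE 0.16, adjusted p = 9.9e-08) in whole hearts. That of Col3a1 was -2.50 (adjusted p = 3.5e-05) and -1.85 (adjusted p = 7.5e-06), respectively. From these transcripts and the collagen content in Fig. 6E, the paper proposes that collagen protein accumulates although its expression falls.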

Nascent collagen undergoes cross-linking with age, and cross-linked collagen is resistant to breakdown by collagenases or other matrix metalloproteinases (12). We examined age-related changes in gene expression in both cardiac fibroblasts and the heart to determine if there were any patterns in expression of MMPs, tissue inhibitors of metalloproteinases (TIMPs), or genes regulating cross-linking (lysyl oxidase). We observed that several MMPs such as MMP3 and MMP 19 as well as TIMP1 and TIMP2 showed significant increased expression in older mice compared with younger animals (Supplemental Figure 2, A and B). However, no significant pattern was obvious with downregulation of both members of the MMP and TIMP family in both cardiac fibroblasts and hearts of older mice compared with younger animals (Supplemental Figure 2, A and B). 

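Mmp3, Mmp19, Timp1, and Timp2 were higher in cardiac fibroblasts at 1.5 years than at postnatal day 1 in edgeR's quasi-likelihood F test. Mmp3 rose from 0.0195 ± 0.0338 (SD, n = 3) CPM to 174 ± 38.95 (SD, n = 2), a log2 fold change of 13.07 (SE 0.64, adjusted p = 4.3e-08). Mmp19 rose by 0.62 (adjusted p = 0.00969), Timp1 by 2.16 (adjusted p = 0.0011), and Timp2 by 2.01 (adjusted p = 1.5e-07). Mmp19 did not pass when samples were scaled by library size only (0.41, adjusted p = 0.0807) or when the 2 ages were fitted alone (adjusted p = 0.0614). In whole hearts, Mmp3 rose by 7.39 (adjusted p = 3.9e-04) and Timp2 by 0.51 (adjusted p = 0.0473), whereas Timp2 changed by -0.08 with library size scaling (adjusted p = 0.786). Mmp19 changed by 0.97 (adjusted p = 0.261) and Timp1 by -0.91 (adjusted p = 0.245) in whole hearts, where Timp1 was 10.5 ± 1.49 (SD, n = 3) CPM at postnatal day 1 and 5.63 ± 0.674 (SD, n = 3) at 1.5 years. Against 14 weeks, Timp1 was higher at 1.5 years in whole hearts at an adjusted p under 0.05, and Mmp19 did not pass.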

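Across the MMP and TIMP genes of Supplemental Figure 2, 7 of 21 tested in cardiac fibroblasts were higher and none was lower at 1.5 years than at postnatal day 1 (edgeR's quasi-likelihood F test, adjusted p under 0.05). Adjusted over these genes alone, 8 were higher and 2 lower. In whole hearts, 3 of 20 were higher and 5 lower, and over the list alone 5 were higher and 5 lower. With at least a 2-fold change also required, 5 genes changed in whole hearts.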

As the TGF-β pathway is known to be a critical regulator of fibrosis, we examined gene expression in the TGF-β pathway and observed decreased age-dependent decrease in Smad1 and TGFBR 1 expression in both the heart and cardiac fibroblasts; however, no obvious pattern was evident with increased expression of other members of the TGF, SMAD, and BMP family (Supplemental Figure 2, C and D). 

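Smad1 had a log2 fold change of -0.24 (SE 0.26, adjusted p = 0.616) in cardiac fibroblasts and -0.31 (SE 0.24, adjusted p = 0.338) in whole hearts between postnatal day 1 and 1.5 years (edgeR's quasi-likelihood F test). Tgfbr1 changed by 0.01 (SE 0.17, adjusted p = 1.00) and -1.09 (SE 0.56, adjusted p = 0.148). None of these differences passed the threshold. Tgfbr1 was lower at 4 weeks than at postnatal day 1 in cardiac fibroblasts (log2 fold change -0.57, adjusted p = 0.0233). With library size scaling, both genes passed in whole hearts, Smad1 at -0.92 (adjusted p = 0.00765) and Tgfbr1 at -1.67 (adjusted p = 0.0279), and the median of all genes shifted by -0.60. Of the pathway's genes, 23 were tested in cardiac fibroblasts, where 6 were higher and 1 was lower at 1.5 years at an adjusted p under 0.05, and over the list alone 8 were higher and 1 lower. In whole hearts 22 were tested, with 2 higher and 3 lower by either adjustment. Library size scaling moved the count in whole hearts most, to 12.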

We also looked at lysyl oxidase (LOX) expression, which regulated cross-linking of ECM, and observed significant downregulation of gene expression with age both in the heart and in cardiac fibroblasts with age (Supplemental Figure 2, E and F). 

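Lox lies on chromosome 18 from 52516067 to 52529867 of GRCm38. In whole hearts, DESeq2-normalized counts of Lox were 1697 ± 16.9 at postnatal day 1, 466 ± 98.1 at 4 weeks, 234 ± 30.8 at 14 weeks, 207 ± 99.6 at 1 year, and 209 ± 97.9 at 1.5 years (SD, n = 3 each). In cardiac fibroblasts they were 22635 ± 6355 and 6290 ± 1124 at postnatal day 1 and 4 weeks (SD, n = 3 each), and 6927 ± 509 at 14 weeks, 17946 ± 4032 at 1 year, and 5864 ± 1467 at 1.5 years (SD, n = 2 each). From postnatal day 1 to 4 weeks, Lox fell in cardiac fibroblasts (log2 fold change -1.82, adjusted p = 1.4e-04) and in whole hearts (log2 fold change -1.83, adjusted p = 0.00333) by edgeR's quasi-likelihood F test. From 4 to 14 weeks the log2 fold change was 0.15 (adjusted p = 0.892) and -0.99 (adjusted p = 0.27), respectively, and from 14 weeks to 1.5 years -0.25 (adjusted p = 0.772) and -0.23 (adjusted p = 0.776). At 1 year, an age not plotted in Supplemental Figure 2, Lox was higher than at 14 weeks in cardiac fibroblasts (log2 fold change 1.39, SE 0.28, adjusted p = 0.0272), with both samples of 1 year above both of 14 weeks. In whole hearts the same comparison gave -0.20 (adjusted p = 0.923).

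**Figure D5:**
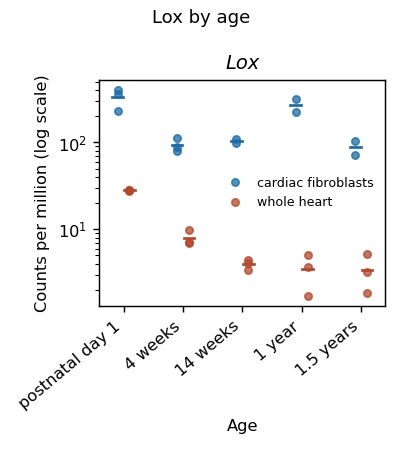
CPM (TMM-scaled, logarithmic axis) of Lox in each sample of both tissues at all ages sequenced. Points are samples and short lines are means, and the cardiac fibroblast samples lie between 98.04 and 109.9 CPM at 14 weeks and between 227 and 316 at 1 year.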

Collectively, these data suggest that the accumulation of collagen in the aging heart is not directly linked to increased collagen expression or to increased numbers of cardiac fibroblasts but likely represent mechanisms of decreased turnover owing to cross-linking or decreased proteolysis.

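Between 14 weeks and 1.5 years, 4 collagen genes changed in cardiac fibroblasts (3 higher, 1 lower) and 5 in whole hearts (1 higher, 4 lower) at an adjusted p under 0.05 (edgeR's quasi-likelihood F test). With p adjusted over the list alone, 5 were higher and 3 lower in cardiac fibroblasts, and in whole hearts 1 was higher and 4 lower. With DESeq2 in place of edgeR 8 changed in cardiac fibroblasts. With offsets for transcript length and GC content, an alternative chosen after the data were seen, 0 passed in cardiac fibroblasts. Most of those that passed in whole hearts were then higher, so the direction there depends on the processing. Sex-linked genes also separated these ages, so age and sex cannot be told apart over this interval. Col1a1 changed by -0.52 (adjusted p = 0.386) in cardiac fibroblasts and 0.40 (adjusted p = 0.113) in whole hearts, and Col3a1 by -0.56 (adjusted p = 0.392) and 0.33 (adjusted p = 0.32). With DESeq2, Col1a1 passed in whole hearts at 0.47 (adjusted p = 0.0215). From 14 weeks to 1 year, 31 of 43 collagen genes had a higher mean in cardiac fibroblasts (median log2 fold change 0.40). There 3 passed as higher and 0 as lower, and Col1a1 and Col3a1 were not among them. In the same samples the median log2 fold change was -1.60 for endothelial markers and -1.85 for heart muscle markers, none of which passed the threshold. Whether a different mix of sorted cells accounts for part of the collagen rise was not tested. In whole hearts 0 passed as higher and 2 as lower over that interval. From its data on expression and cell numbers taken together, the paper proposes that collagen builds up in the aging heart through decreased turnover.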

Epigenetic changes such as changes in DNA methylation have been recently considered strong indicators of aging in a variety of tissues (13). Our data show that cardiac fibroblast proliferation rates as well as transcription programs become stable by 14 weeks and do not undergo any further changes. 

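Between 14 weeks and 1.5 years, 511 genes changed in cardiac fibroblasts (358 higher, 153 lower) and 2298 in whole hearts (883 higher, 1415 lower) at an adjusted p under 0.05 (edgeR's quasi-likelihood F test). The count in cardiac fibroblasts moved most with DESeq2 in place of edgeR, to 1259 genes. In whole hearts 821 of the 2298 genes remained with offsets for transcript length and GC content, chosen after the data were seen. Scaling by library size only reversed the balance of higher and lower genes in both tissues. Sex-linked genes also separated these ages, so age and sex cannot be told apart over this interval. Fewer genes changed in whole hearts from 14 weeks to 1 year (175) and from 4 to 14 weeks (289) than from postnatal day 1 to 4 weeks (3276). Among protein-coding genes chosen by the same rule as for 4 weeks, the largest rises in cardiac fibroblasts were in Gfap, Hk2 (log2 fold change 4.20, adjusted p = 0.00135), and Adamts4 (log2 fold change 4.11, adjusted p = 6.1e-04), and Gfap was at least 294-fold higher. In whole hearts they were in Cd52 (log2 fold change 2.48, adjusted p = 0.0153), 2210407C18Rik (log2 fold change 2.21, adjusted p = 0.0428), and Selplg (log2 fold change 2.03, adjusted p = 0.0114). With offsets for transcript length and GC content, an alternative chosen after the data were seen, Cd52 (adjusted p = 0.13) and 2210407C18Rik (adjusted p = 0.165) did not pass. By the same rule the largest falls in both tissues were in the Y-linked genes Uty, Kdm5d, and Eif2s3y. Eif2s3y was at least 874-fold lower in cardiac fibroblasts and 621-fold lower in whole hearts.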

We next determined the DNA methylation status of PDGFRα-expressing cardiac fibroblasts and whole hearts harvested from animals at 14 weeks and 1.5 years of age, respectively. We examined the differentially methylated regions (DMRs) with respect to hypo/hypermethylation and binned them according to distance from transcription start sites. More than 2500 regions in the genome of cardiac fibroblasts harvested at 14 weeks and 1.5 years of age exhibited at least 10% difference in methylation. However, the number of regions that exhibited at least 20% differences in the degree of methylation dropped to less than 100 and applying a stringent criterion of FDR less than 0.1, we observed very few regions exhibiting any differences (Figure 5G). Examination of DMR in the whole heart tissue of animals 14 weeks and 1.5 years of age also mirrored observations seen in cardiac fibroblasts, and there were minimal differences in the DMRs when stringent statistical criteria were employed (Figure 5H). These observations demonstrate that, even with advancing age, the methylation status of the genome of both cardiac fibroblasts and the heart does not appreciably change beyond 14 weeks of age.

## Discussion

Our data show the dynamics of fibroblast proliferation and transcriptional programs from early postnatal life to advanced age. The aging heart is known to have a greater amount of fibrotic tissue, but fibroblast proliferation rates are the greatest in the neonatal period and rapidly decline thereafter. These results are consistent with previously reported observations demonstrating that fibroblast proliferation rates rapidly decline within the first few weeks of postnatal life (14). Fibroblast numbers calculated as the fraction of nonmyocyte cells or even absolute cardiac fibroblast numbers did not significantly differ in young and old hearts, and thus changes in fibroblast proliferation likely do not directly underlie increased fibrosis seen with aging. We used antigens abundantly expressed in cardiac fibroblasts to identify broad populations of cardiac fibroblasts in the heart. Although age-dependent proliferation rates were similar in the fibroblast populations examined, it is possible that subsets of cardiac fibroblasts within these populations or others not examined by us could differ in age-dependent biological properties. Consistent with age-dependent decline or stabilization of low proliferation rates, expression of key collagen genes is the highest in the neonatal period and stabilizes to a low rate by early adulthood, suggesting that fibroblasts maintain a quiescent fibrotic program throughout life that is stable from early adulthood. The mechanisms of age-dependent fibrosis are poorly understood (15). However, the increased amount of ECM in the aging heart cannot be directly attributed to increased fibroblast proliferation rates or increased collagen expression, resulting from the decreased breakdown of collagen, as collagen gets more cross-linked and more resistant to proteolysis. In this regard, we observed that LOX expression decreased from the neonatal to the adult mouse and could reflect decreased gene expression as the matrix gets more cross-linked. Whether the increased accumulation of collagen in the aging heart exerts a negative feedback effect on cardiac fibroblasts to decrease collagen expression remains unclear. Rather than being a cell that contributes to increased collagen deposition with age, our data suggest that the cardiac fibroblast, by decreasing collagen expression and lowering proliferation rates from early adulthood to advanced age, potentially plays a protective role in preventing excessive fibrosis of the heart with organismal aging.

## Methods

### Isolation of nonmyocyte population from the heart.

C57BL/6 mice from postnatal day 1 to 1.5 years of age and hearts were harvested. The ventricles were used for isolation of nonmyocyte cells following removal of the atria and the heart valves. The hearts were rinsed in ice-cold HBSS chopped into 1 mm square pieces, suspended in 0.1 μg/mL liberase TH (Roche, 5401151001) in Tyrode’s buffer (136 mM NaCl, 5.4 mM KCl, 0.33 mM NaH2PO4, 1 mM MgCl2, 10 mM HEPES, and 0.18% glucose), and subsequently placed in a shaking incubator at 37˚C for 30 minutes at 80 rpm. Digested hearts were filtered with a 40 μm cell strainer (Fisher, 22363547), centrifuged at 200*g* for 5 minutes, and nonmyocyte cell resuspended with 10 mL 1% BSA.

### Flow cytometry for fibroblast and endothelial antigens, EdU uptake, and Ki67 expression.

C57BL/6 animals were used for all experiments. For determination of EdU incorporation, either pregnant animals (7 days before birth of pups) or animals at 4 weeks, 14 weeks, 24 weeks, and 1 year of age were administered EdU daily (Carbosynth, NE0870) at 50 mg/kg for 7 consecutive days. Following completion of EdU administration, animals were euthanized and hearts harvested for isolation of nonmyocyte cells. For identification of cardiac fibroblasts, 2 × 10^6^ nonmyocytes suspended in 100 μL 1% BSA in PBS were incubated for 30 minutes with fluorophore-conjugated antibodies, targeting antigens abundantly present in cardiac fibroblasts MEFSK4-APC (1:20, Miltenyi Biotec 130-102-302), PDGFRα-APC (1:20, eBioscience 17-1401-81), and Thy1.2-APC (1:200 eBioscience 17-0902-82). For identification of endothelial cells, nonmyocyte cells were incubated with CD31-APC (1:50, eBioscience 17-0311-82). For identification of EdU uptake, the Click-iT Edu Alexa Fluor 488 flow cytometry assay kit (Invitrogen, C10425) was used according to the manufacturer’s instructions, and flow cytometry performed to identify MEFSK4, PDGFRα, and Thy1.2 nonmyocyte cell fractions that also were positive for EdU uptake. For identification of cardiac fibroblasts that also coexpressed Ki67 (1:200, eBioscience 11-5698-82), the nonmyocyte fraction was first stained with MEFSK4 and then followed by fixation with 4% paraformaldehyde, permeabilization (eBioscience, 00-8333-56), and staining for Ki67. For PDGFRα and Thy1.2, the cells were fixed and permeabilized first, stained with Ki67, then stained for surface markers. BD LSRII flow cytometer was used for all flow cytometry experiments. Data were analyzed using FlowJo software. Supplemental Table 1 shows a summary of reagents.

### Quantitation of absolute numbers of cardiac fibroblasts.

Absolute numbers of cardiac fibroblasts were determined using a bead-based quantification assay. The nonmyocyte cell population was isolated as previously described. All cells were then resuspended in 1% BSA in PBS, and then the cellular suspension was spiked with Calibration Particles (Sphero 556298) at a concentration of 1000 beads/milligram of absolute tissue weight (measured before processing). Cardiac fibroblasts were identified by staining with fluorescence-conjugated cardiac fibroblast antibodies against cell-specific antigen markers. Invitrogen Attune NxT Flow Cytometer was used to count the cell number data analysis by FlowJo. Calculation of absolute cell numbers was performed as follows using the 2 equations below using the beads/volume of tissue for normalization as previously described (10): number of gated cells/numbers of gated beads × total beads added to the sample/mass of sample (mg) = cells/mg.tissue and absolute cell number = cells/mg.tissue × tissue weight.

### Total collagen assay.

Assessment of collagen content in postnatal day 1 and 1.5-year-old hearts was performed using Sircol Soluble Collagen Assay Kit (Biocolor, S1000) and Sircol Insoluble Collagen Assay Kit (Biocolor, S2000) to determine total collagen content. Tissues were weighed and homogenized in 0.1 mg/mL pepsin/0.5 M acetic acid and subsequently incubated overnight at 4°C in the same buffer. Lysates were centrifuged at 12,000*g* for 10 minutes. Supernatants were used to measure soluble collagen, and precipitates were used to detect insoluble collagen. For soluble collagen, the supernatants were transferred to new tubes, mixed with 1 mL Sircol Dye Reagent, and incubated for 30 minutes with gentle shaking. Precipitates were washed with 750 μL ice-cold Acid-Salt Wash Reagent. Washed precipitates were dissolved in 500 μL Alkali Reagent, 200 μL each sample was added to a 96-well plate, and absorbance measured at 550 nm using Synergy H1 microplate reader (BioTeK). Soluble collagen standards were added to create a standard curve for quantitative readouts. For determination of insoluble collagen, tissue precipitates were incubated with Fragmentation Reagent at 65°C for 2 hours with vigorous mixing by vortexing every 30 minutes to convert insoluble collagen to soluble collagen. Treated samples were centrifuged at 12,000*g* for 10 minutes, supernatants were transferred into new tubes, and collagen content estimated as for soluble collagen.

### Determination of gene expression changes in cardiac fibroblasts and hearts isolated from animals from postnatal day 1 to 1.5 years.

Animals at postnatal day 1, 4 weeks, 14 weeks, 1 year, and 1.5 years of age were used for determination of gene expression analysis. PDGFRα cardiac fibroblasts were isolated by flow cytometry from hearts of animals at the above respective ages to determine changes in gene expression in cardiac fibroblasts. RNA was isolated from the heart tissue or cardiac fibroblasts using RNeasy Mini Kit (QIAGEN) and used to generate RNA-Seq libraries followed by sequencing using Illumina 4000 platform (single-end, 65 bp). The reads were mapped with STAR 2.5.3a (16) to the mouse genome (mm10). The counts for each gene were obtained by using –quantMode GeneCounts commands in STAR, and the other parameters during alignment were set to default. Differential expression analyses were carried out using DESeq2 (17). Normalized counts were obtained using the DESeq2 rlog function with default parameters. Three animals/time point and 3 different sets of PDGFRα fibroblasts isolated from different hearts at each time point were used for differential expression analysis.

Module analysis of correlation networks was performed using WGCNA (18). The rlog transformed counts from DESeq2 were used in the WGCNA analysis. A signed gene correlation network was constructed using the soft thresholding power of 10. The module eigengene, which represents a linear combination of genes that capture a large fraction of variance in each module, was used to calculate correlation with each time. The modules with the most positive and negative correlation were retained, and genes in these modules were used for enrichment analysis by g:Profiler (19). The accession number for the RNA sequencing data described in this study is GEO GSE 161079.

### DNA methylation analysis.

Hearts of animals 14 weeks and 1.5 years of age were used for determination of differences in DNA methylation of either PDGFRα cardiac fibroblasts isolated from those hearts or whole heart tissue. DNA was first extracted from whole hearts or cardiac fibroblasts (QIAGEN All prep DNA/RNA mini kit, catalog 80204) and then subjected to using Illumina NovaSeq SP platform (pair-end, 150bp). Reads were aligned against the mouse genome mm10 using BiSulfite Bolt (https://bsbolt.readthedocs.io/en/latest/), followed by methylation calling. Methylation matrix was constructed using only CpG sites with at least 10× coverage across at least 80% of the samples. DMRs were defined using metilene v02-8 (20). DMRs were defined as regions with at least 3 CpG sites and at least 10% of methylation difference between comparisons at *P* value of less than 0.05 in the Mann-Whitney *U* test. The Benjamini-Hochberg procedure was used to adjust the FDR. HOMER v4.11 (21) was used for DMR annotation to the human genome (hg38). The accession number for the DNA methylation sequencing data described in this study is GEO GSE 161079.

### Statistics.

All statistical and graphical analyses were performed using GraphPad Prism 8. Data represent the mean ± SD. Significant differences between groups were calculated using 2-tailed Student’s *t* test. Analysis of differences between more than 2 groups was performed using a 1-way ANOVA with multiple-comparisons correction in GraphPad. A *P* value of less than 0.05 was considered significant.

### Study approval.

All experiments were approved by the Animal Research Committee at the University of California, Los Angeles.

## Author contributions

RW performed all experiments. FM analyzed the RNA-Seq data. AT and CF analyzed the DNA methylation data. MP oversaw the RNA-Seq and methylation data analysis. AD conceptualized the project, supervised the data collection and analysis, and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
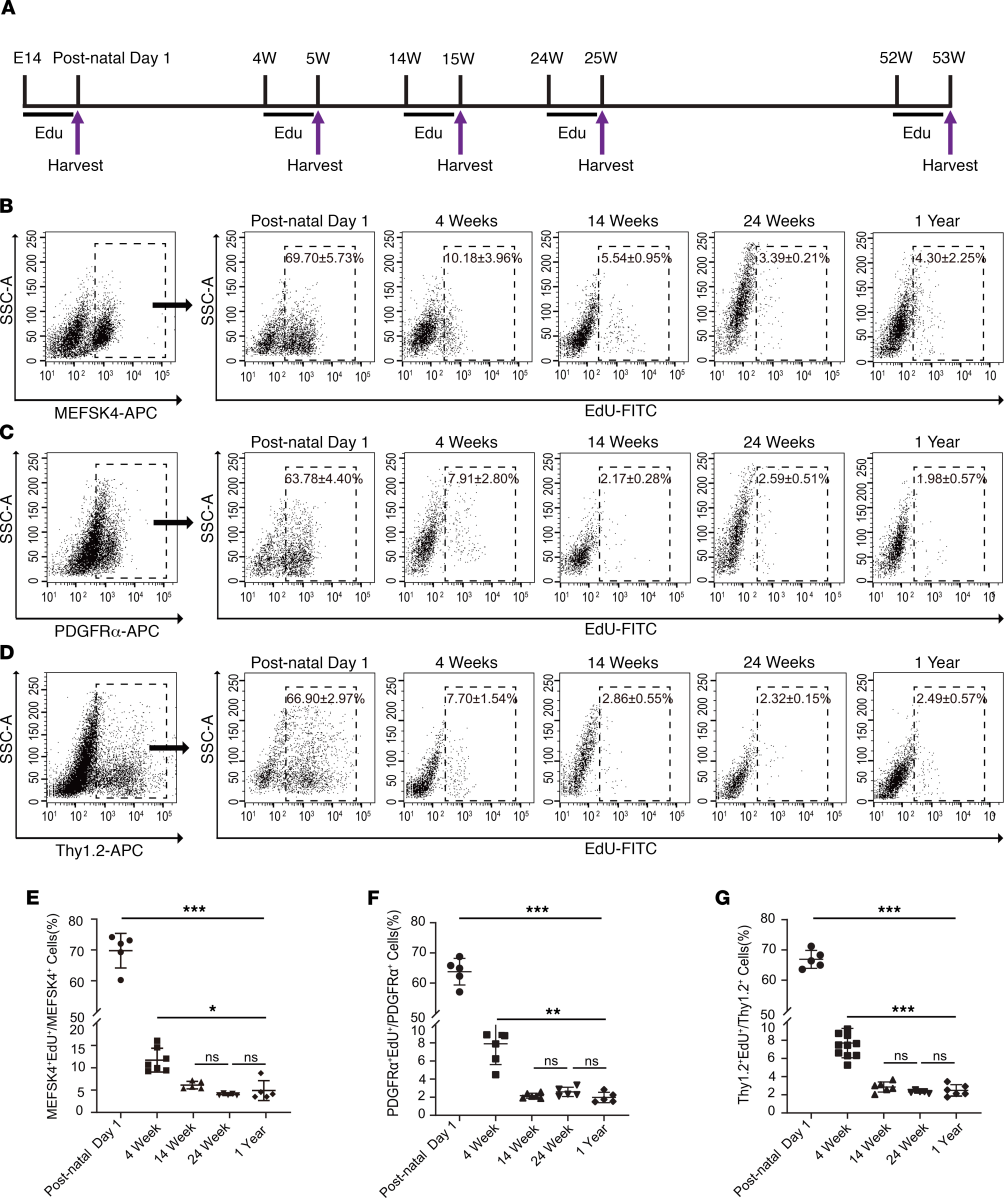
Cardiac fibroblast proliferation with advancing age assessed by 5-ethynyl-2′-deoxyuridine incorporation. (**A**) Experimental outline denoting timing of 5-ethynyl-2′-deoxyuridine (EdU) administration and subsequent harvest 7 days later. (**B–D**). The nonmyocyte cell fraction was first flow sorted according to expression of (**B**) MEFSK4, (**C**) PDGFRα, (**D**) Thy 1.2, and EdU uptake determined in each isolated fraction at each time point (postnatal day 1, 4 weeks, 14 weeks, 24 weeks, and 1 year). Quantitation of (**E**) MEFSK4, (**F**) PDGFRα, and (**G**) Thy1.2 cardiac fibroblasts that take up EdU at different ages. Postnatal day 1 value was compared with each value at 4 weeks, 14 weeks, 24 weeks, and 1 year, respectively. The 4-week value was similarly compared with each value at 14 weeks, 24 weeks, and 1 year. ***P < 0.0001, **P < 0.01, *P < 0.05, ns = *P* > 0.05. Data are represented as the mean ± SD. Data analysis was performed by 1-way ANOVA with multiple-comparisons correction.

**Figure 2:**
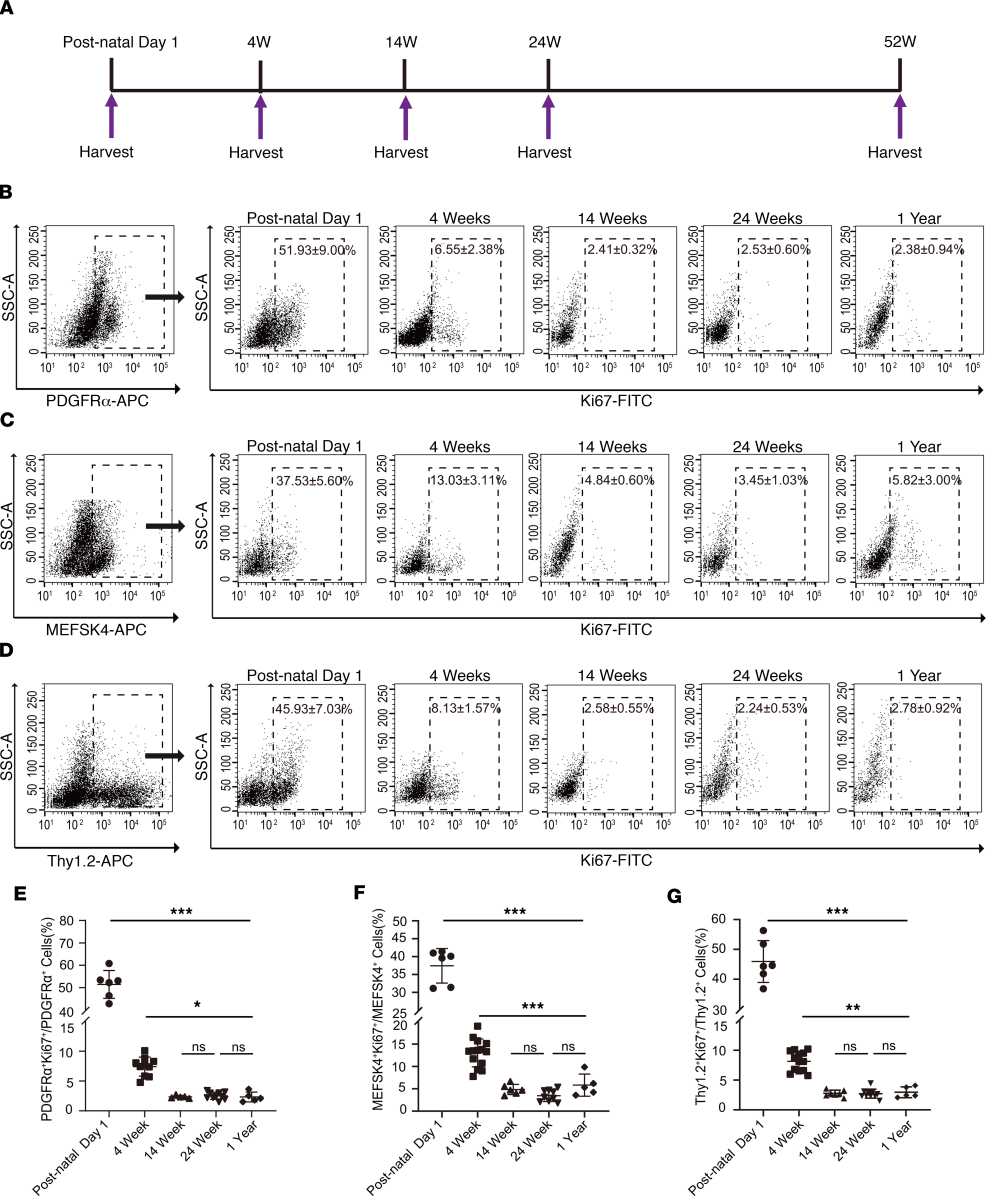
Cardiac fibroblast proliferation with advancing age assessed by Ki67 coexpression. (**A**) Schematic depicting timing of harvest of heart for cardiac fibroblast isolation. (**B–D**) Cardiac fibroblasts were sorted from the nonmyocyte cell population by flow sorting for (**B**) PDGFRα, (**C**) MEFSK4, and (**D**) Thy 1.2, and Ki67 expression in each of those fractions determined by flow cytometry at postnatal day 1, 4 weeks, 14 weeks, 24 weeks, and 1 year. Quantitation of (**E**) PDGFRα, (**F**) MEFSK4, and (**G**) Thy 1.2 cardiac fibroblasts that coexpressed Ki67 at different ages. Postnatal day 1 value was compared with each value at 4 weeks, 14 weeks, 24 weeks, and 1 year, respectively. The 4-week value was similarly compared with each value at 14 weeks, 24 weeks, and 1 year. ***P < 0.0001, **P < 0.01, *P < 0.05, ns = *P* > 0.05. Data are represented as the mean ± SD. Data analysis was performed by 1-way ANOVA with multiple-comparisons correction.

**Figure 3:**
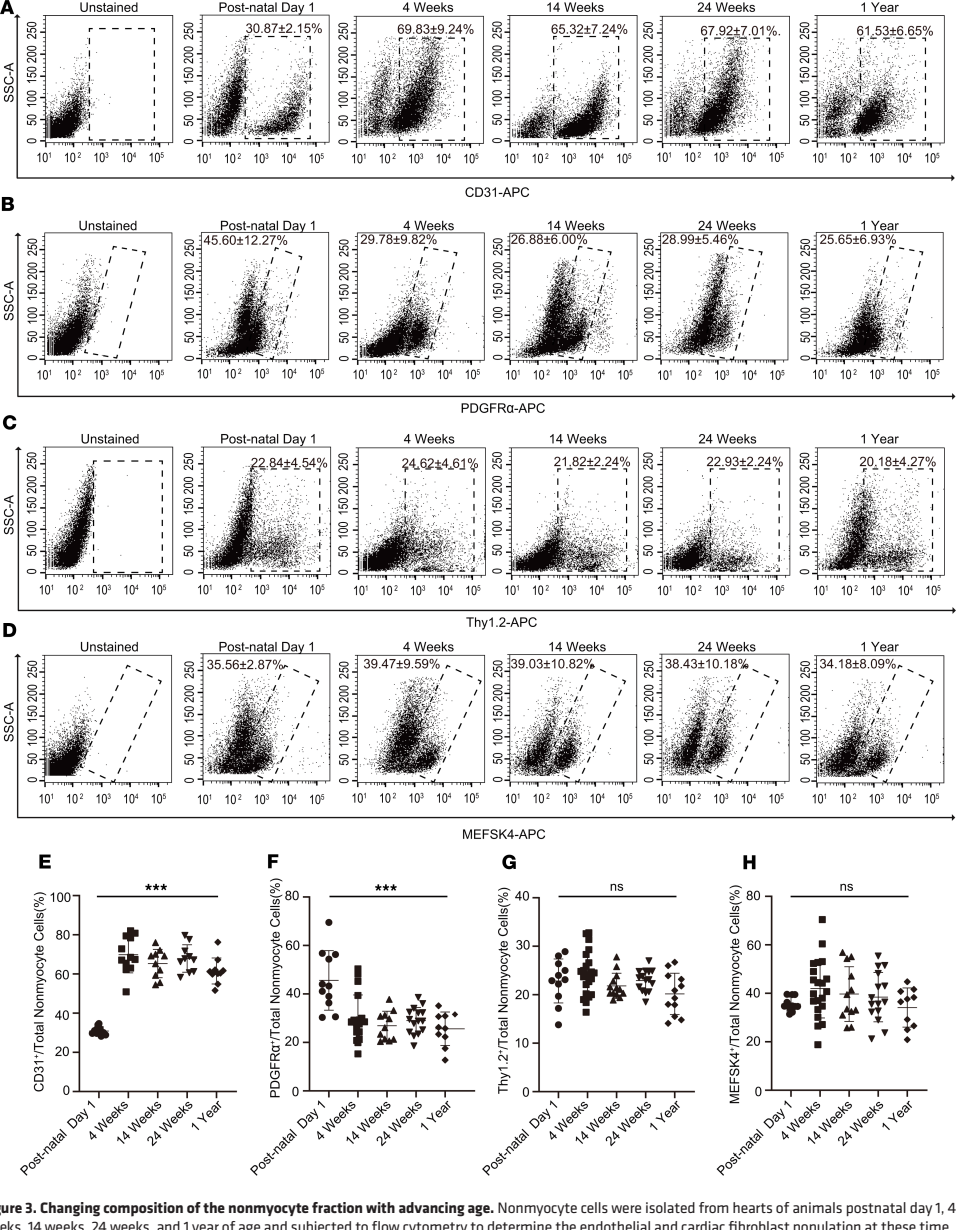
Changing composition of the nonmyocyte fraction with advancing age. Nonmyocyte cells were isolated from hearts of animals postnatal day 1, 4 weeks, 14 weeks, 24 weeks, and 1 year of age and subjected to flow cytometry to determine the endothelial and cardiac fibroblast population at these time points. (**A–D**) Flow cytometry demonstrating fraction of nonmyocytes staining for (**A**) CD31 (endothelial), (**B**) PDGFRα, (**C**) Thy1.2, and (**D**) MEFSK4, and (**E–H**). Quantitation of (**E**) CD31, (**F**) PDGFRα, (**G**) Thy1.2, and (**H**) MEFSK4 expressing cells as a fraction of the entire nonmyocyte population isolated from the hearts at those time points. Postnatal day 1 value was compared with each value at 4 weeks, 14 weeks, 24 weeks, and 1 year, respectively. ***P < 0.0001, ns = *P* > 0.05. Data are represented as the mean ± SD. Data analysis was performed by 1-way ANOVA with multiple-comparisons correction.

**Figure 4:**
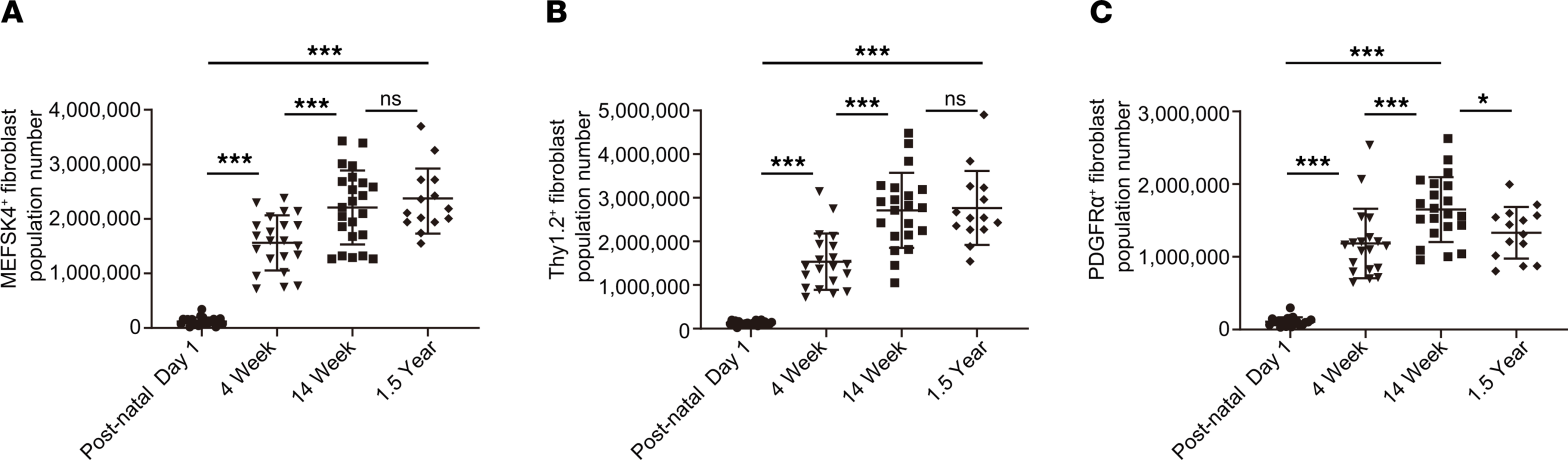
Absolute cardiac fibroblast numbers in hearts of mice determined by beads-based flow cytometry. Quantitation of absolute numbers of (**A**) MEFSK4, (**B**) Thy1.2, and (**C**) PDGFRα cardiac fibroblasts in animal hearts of postnatal day 1, 4 weeks, 14 weeks, and 1.5 years of age. ***P < 0.0001, *P < 0.05, ns = *P* > 0.05. Data are represented as the mean ± SD. Data analysis was performed by 1-way ANOVA with multiple-comparisons correction.

**Figure 5:**
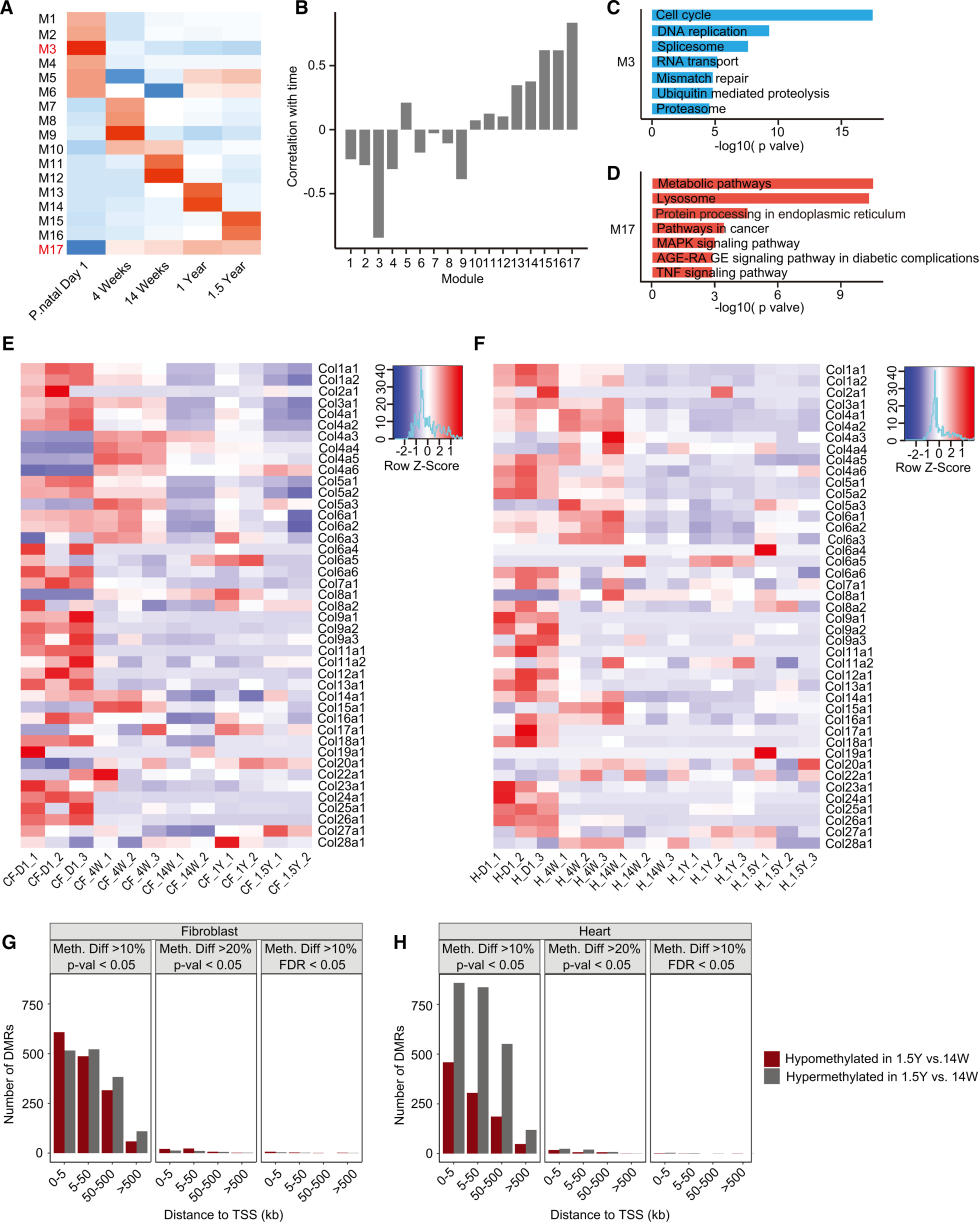
Transcriptional programs and DNA methylation of cardiac fibroblasts and heart with advancing age. Hearts were harvested from animals at postnatal day 1, 4 weeks, 14 weeks, 1 year, and 1.5 years of age, and the heart tissue as well as PDGFRα fibroblasts isolated from those hearts were subjected to gene expression analysis by RNA-Seq. (**A**) Weighted gene coexpression network analysis of genes (WGCNA) was performed to identify modules of genes that correlated with time and a heatmap demonstrates mean expression of these modules of genes with age (**B**). Graphical representation demonstrating correlation of each module with time (**C** and **D**). Gene ontology analysis demonstrating principal pathways/biological processes that are (**C**) downregulated or (**D**) upregulated with age. (**E** and **F**) Heatmap demonstrating changes in expression of all collagen encoding genes with age in (**E**) cardiac fibroblasts (PDGFRα^+^) and (**F**) whole heart tissue. (**G** and **H**) Bar plot showing the number of differentially methylated regions (DMRs) between (**G**) cardiac fibroblasts (PDGFRα^+^) and (**H**) animal hearts at 1.5 and 14 weeks of age, binned by the absolute distance to the nearest transcription start site (TSS); DMRs (hyper- and hypomethylated) are shown both in fibroblasts and whole heart tissue. Left panel shows regions with at least 10% difference in methylation between 1.5-year and 14-week samples and a *P* value of less than 0.05 (Mann-Whitney *U* test); middle panel shows regions with at least 20% difference in methylation between 1.5-year and 14-week samples and a *P* value of less than 0.05 (Mann-Whitney *U* test); right panel shows number of sites that are retained after adjusting for FDR (<0.1) with a minimum of 10% difference in methylation between 1.5-year and 14-week samples (*n* = 3 hearts or 3 sets of cardiac fibroblasts for each time point).

**Figure 6:**
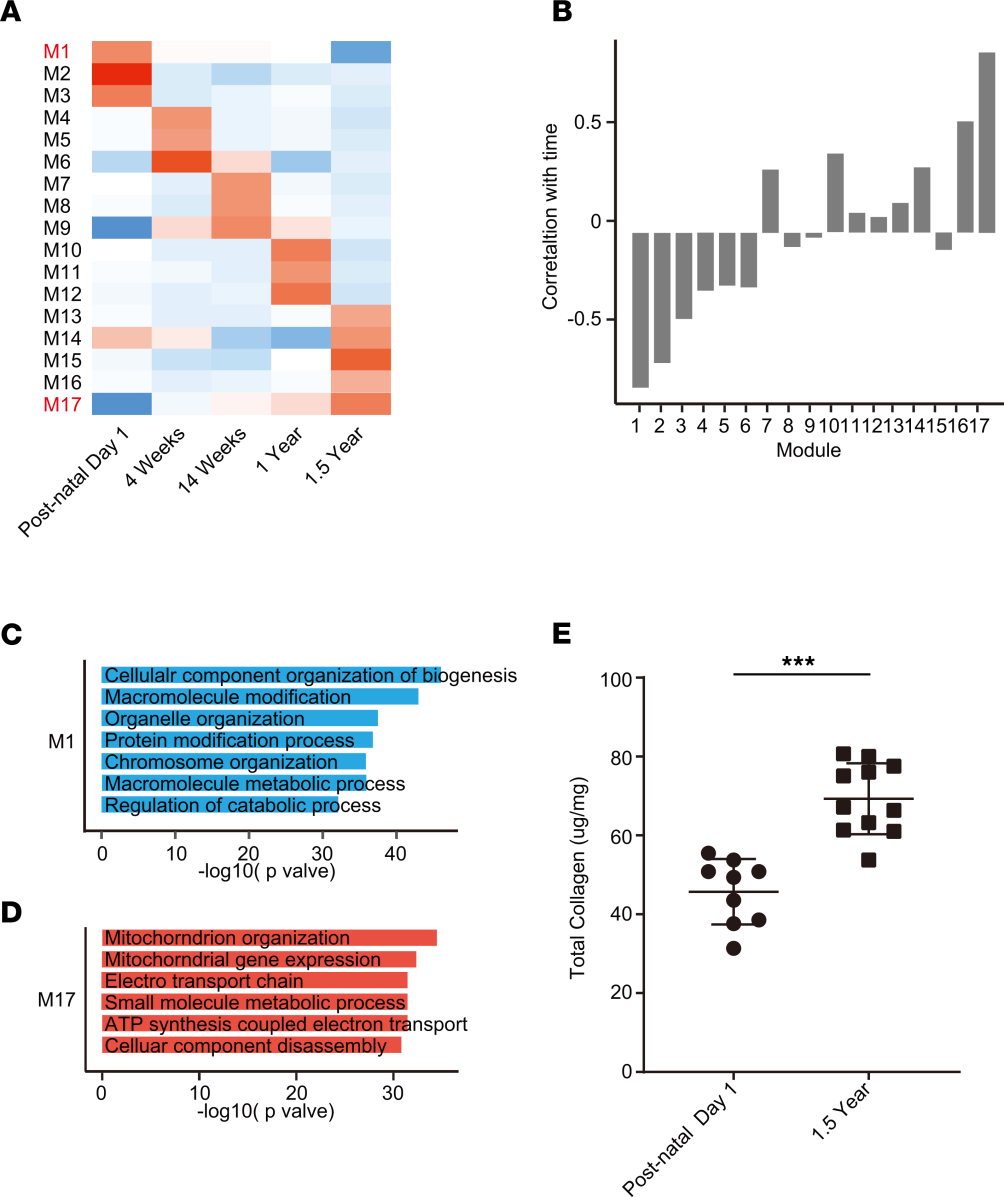
Transcriptional programs and collagen content of young and old hearts. (**A**) Hearts were harvested from animals at postnatal day 1, 4 weeks, 14 weeks, 1 year, and 1.5 years of age, and the heart tissue subjected to gene expression analysis by RNA-Seq. (**A**) WGCNA was performed to identify modules of genes that correlated with time, and a heatmap demonstrates mean expression of these modules of genes in whole heart tissue with age. (**B**) Graphical representation demonstrating correlation of each module with time in the heart. (**C** and **D**) Gene ontology analysis demonstrating principal pathways/biological processes that are (**C**) downregulated or (**D**) upregulated with age in module M1 or M17, respectively. (**E**) Total collagen content of animal hearts postnatal day 1 and 1.5 years of age, expressed as unit weight of heart tissue. ***P < 0.001. Data are represented as the mean ± SD. Data analysis was performed by 2-tailed Student’s *t* test.

**Table 4:**
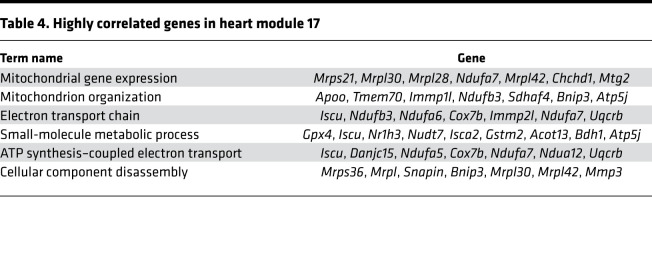
Highly correlated genes in heart module 17

**Table 3:**
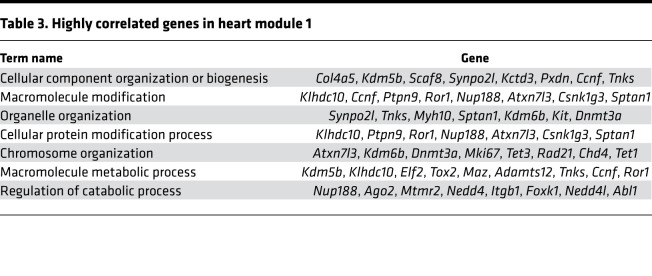
Highly correlated genes in heart module 1

**Table 1:**
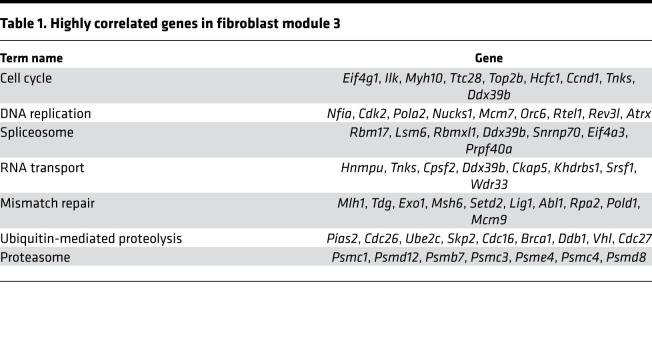
Highly correlated genes in fibroblast module 3

**Table 2:**
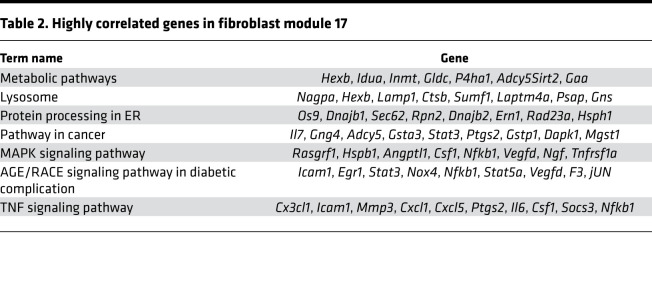
Highly correlated genes in fibroblast module 17

# Supplementary material for: Cardiac fibroblast proliferation rates and collagen expression mature early and are unaltered with advancing age
**Source:** JCI Insight. 2020 Dec 17;5(24):e140628. doi: 10.1172/jci.insight.140628
**Supplement:** Supplemental data

A

Fig.S1

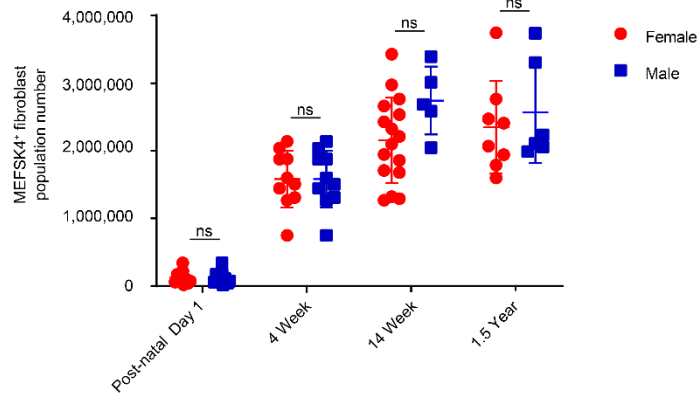

B

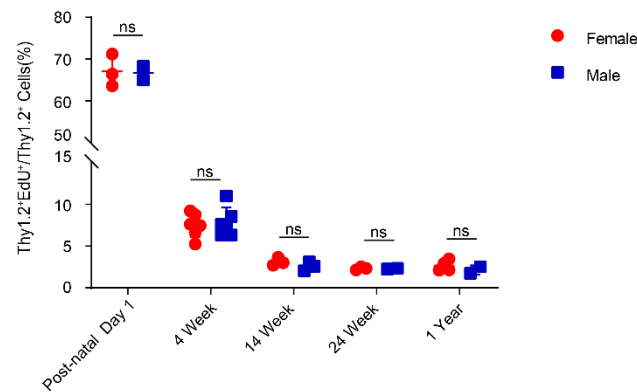

**Supplementary Figure 1. Absolute cardiac fibroblast numbers and fibroblast proliferation rates in male and female mice of different ages. (A)** Hearts were harvested from male and female mice of different ages and absolute cardiac fibroblast numbers measured between male and female hearts at each age (Neonatal n=11 Females and 10 Males; 4 weeks n=10 Females and 10 Males; 14 weeks n=16 Female and 5 Males; 1.5 years n=8 Females and 6 Males; mean ± S.D.; ns= p>0.05). **(B)** Both male and female mice of different ages were injected with EdU (daily for 1 week) followed by harvesting of hearts and determination of numbers of Thy1.2EdU+ cells as a fraction of Thy1.2 cells in male and female hearts (Neonatal n=3 Females and 2 Males; 4 weeks n= 6 Females and 6 Males; 14 weeks n=3 Females and 3 Males; 24 weeks n=3 Females and 2 Males; 1.5 year n= 4 Females and 2 Males; mean ± S.D.; ns= p>0.05) Data analysis was performed by 1-way ANOVA with multiple-comparisons correction.

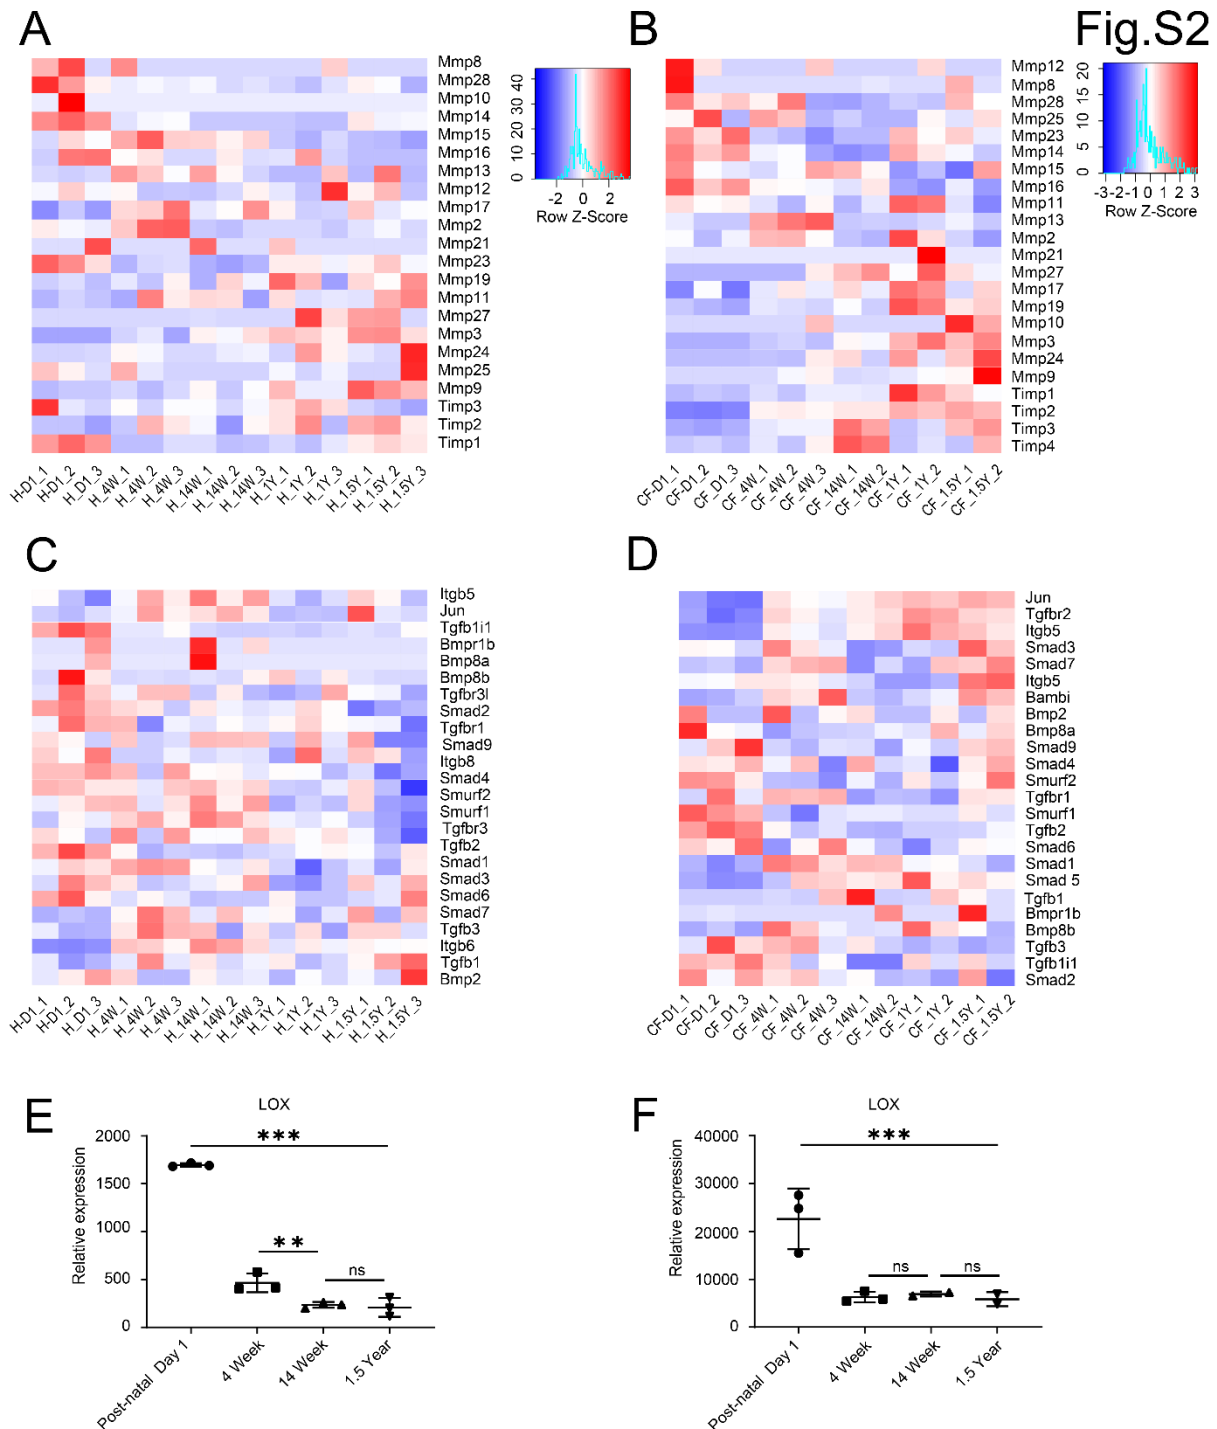

**Supplementary Figure 2. Temporal changes in heat expression of MMP, TIMP and LOX in hearts and cardiac fibroblasts of mice of different ages. (A,B)** Heat map demonstrating expression of members of the MMP family in **(A)** hearts and **(B)** cardiac fibroblasts isolated from hearts of mice at different ages (H: Heart CF: Cardiac fibroblasts). **(C,D)** Heat map demonstrating expression of members of the TGF- $\beta$  signaling pathway in **(C)** hearts and **(D)** cardiac fibroblasts isolated from hearts of mice of different ages. (H: Heart CF: Cardiac fibroblasts). **(E,F)** Gene expression of lysyl oxidase (LOX) in hearts and cardiac fibroblasts isolated from hearts of mice of different ages (mean  $\pm$  S.D.; \*\*\*  $p < 0.0001$ , \*\*  $p < 0.01$ , ns =  $p > 0.05$ ). Data analysis was performed by 1-way ANOVA with multiple-comparisons correction.

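The color keys of the heat maps of MMP, TIMP, and TGF-β pathway genes give a z-score per row, so the colors show the pattern of a gene and not its level. The maps of the first kind list 22 genes for hearts and 23 for cardiac fibroblasts, and those of the TGF-β pathway 24 and 23. At 4 weeks against postnatal day 1, 1 pathway gene was higher and 2 were lower in whole hearts, and 8 were higher and 3 lower in cardiac fibroblasts (edgeR's quasi-likelihood F test, adjusted p under 0.05).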

**Supplementary Table 1**

| REAGENT or RESOURCE                                    | SOURCE          | IDENTIFIER  |
|--------------------------------------------------------|-----------------|-------------|
| Antibodies                                             |                 |             |
| MEFSK4-APC                                             | Miltenyi Biotec | 130-102-302 |
| PDGFR- $\alpha$ -APC antibody                          | eBioscience     | 17-1401-81  |
| Thy1.2-APC antibody                                    | eBioscience     | 17-0902-82  |
| CD31-APC antibody                                      | eBioscience     | 17-0311-82  |
| Ki 67-488 antibody                                     | eBioscience     | 11-5698-82  |
| Critical Commercial Kit and Reagent                    |                 |             |
| Permeabilization Buffer                                | eBioscience     | 00-8333-56  |
| Click-iT™ Edu Alexa Fluor 488 flow cytometry assay kit | Invitrogen      | C10425      |
| Edu                                                    | Carbosynth,     | NE0870      |
| Calibration Particles                                  | BD Sphero       | 556298      |
| Sircol Soluble Collagen Assay Kit                      | Biocolor        | S1000       |
| Sircol Insoluble Collagen Assay Kit                    | Biocolor        | S2000       |
| Qiagen All prep DNA/RNA mini kit                       | Qiagen          | 80204       |

How the deposited data were processed for this re-analysis (not part of the article)

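Gene expression was measured by RNA-Seq in 12 samples of PDGFRα-expressing cardiac fibroblasts and 15 samples of whole heart from mice of 5 ages. The authors mapped single-end reads to the mouse genome with STAR and counted reads per gene, and the deposited values are these raw counts, without normalization. The values were checked to be whole numbers with a different total in each sample. Samples were grouped by the tissue and age in their labels, and all 27 were used. The paper states that each time point had 3 sets of cardiac fibroblasts, whereas the labels and the heat maps show 2 at 14 weeks and at each later age. None of the 24 pairs of samples of the same tissue and age held identical counts.

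Each tissue was analyzed with edgeR 4.0.16 in R 4.3.3, with all its samples in one fit and age as the only factor. Genes were kept by edgeR's filterByExpr with the age groups, libraries were scaled by TMM, and ages were compared with the quasi-likelihood F test. A gene was counted as changed at a Benjamini-Hochberg adjusted p under 0.05. The common biological coefficient of variation was 87.9% in cardiac fibroblasts and 71.8% in whole hearts. Whether a change differed between the tissues was tested as an interaction over all samples, on 20650 genes. Log2 values of CPM used a prior count of 2. The median total was 69105569 counts in cardiac fibroblasts and 64467352 in whole hearts. A fold change against an age in which every sample had at most 3 counts was computed against that floor and is a lower limit, which covers counting error only.

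The genes named one by one follow a rule set in advance. They are the genes that the paper's results name for RNA-Seq, the genes of its cell markers, and, for 4 weeks against postnatal day 1 and for 1.5 years against 14 weeks, the 3 largest rises and falls per tissue. For the last group a gene had to be protein-coding or named by the paper, pass the adjusted p, show no overlap between the ages, and reach a mean of 10 CPM in one of them. Markers of cell types and sex are named where a test uses them. Other genes of the paper's lists are given as counts.

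Collagen, MMP, TIMP, and TGF-β pathway genes were taken from the paper's heat maps, and module genes from Tables 1 to 4, with misprinted symbols corrected. WGCNA and g:Profiler were not repeated. Each list's eigengene was the first principal component of z-scored rlog values from DESeq2 1.42.0, and its correlation with the order of the ages was tested with 100000 permutations. Shares of counts were compared with exact permutation tests in scipy 1.17.1. Coordinates, transcript lengths, and GC content came from GENCODE M21 on GRCm38, in which 21807 of the symbols (95.4%) were found. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in python 3.11.15, and plots drawn with matplotlib 3.10.9.

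The alternatives were DESeq2 in place of edgeR, median-of-ratios size factors or library size only in place of TMM, no filter or at least 10 counts in every sample, at least a 2-fold change, only the 2 ages compared, the replicate number as a block, and each replicate left out in turn. Offsets for transcript length and GC content, alone and with the block, thinned libraries, and counts without genes of the mitochondrial genome or of the X and Y chromosomes were added after the data were seen.

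The tests were run on simulated data in which 200 genes changed 4-fold. edgeR recovered between 59.00% and 70.00% of them, and between 3.28% and 7.53% of its calls were false. DESeq2 recovered between 68.5% and 80.5%, with between 33.7% and 46.3% false calls. The simulated counts were drawn with edgeR's own estimates of spread, and fewer genes changed than were called in the same comparisons of the data. These shares of false calls therefore do not carry over to the data. With no gene changed, edgeR called at most 2 genes and DESeq2 between 40 and 66. The interaction test recovered 36.5% of genes changed in 1 tissue, with 3 false calls. Flow cytometry, collagen content, and DNA methylation were not analysed here.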

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

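The comparison with other splits of the samples was chosen only after the results were seen.

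The change from postnatal day 1 to 4 weeks differed between cardiac fibroblasts and whole hearts for 8 of the collagen genes in the interaction test. The difference, cardiac fibroblasts minus whole heart on the log2 scale, was -1.07 (SE 0.29, adjusted p = 0.0224) for Col4a1, -1.56 (SE 0.28, adjusted p = 0.00105) for Col4a2, 4.30 (SE 0.82, adjusted p = 0.00149) for Col4a3, 4.01 (SE 0.53, adjusted p = 3.1e-05) for Col4a4, 3.65 (SE 0.29, adjusted p = 3.5e-08) for Col4a5, and 4.85 (SE 0.47, adjusted p = 4.7e-07) for Col4a6. The other 2 collagen genes lie outside Col IV. Timp1 differed by 4.04 (SE 0.65, adjusted p = 3e-04) and Timp2 by 1.19 (SE 0.24, adjusted p = 0.00244). In cardiac fibroblasts, all 3 samples of 4 weeks lay above all 3 of postnatal day 1 for Col4a3, Col4a4, Col4a5, Col4a6, and below them for Col4a1 and Col4a2. DESeq2 gave 9 collagen genes, and library size scaling 8. Of the 16 splits of the samples that keep the tissues and part the same-numbered samples, 1 gave as many collagen genes, the real one. The largest count of the others was 5, found only in splits that kept the real ages of the cardiac fibroblasts. The splits that changed those ages gave at most 1. With 16 splits the design cannot give a share small enough to rule out chance.

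Endothelial cells in the sorted fraction are not a sufficient explanation for the rise of Col4a3 to Col4a6, since the median log2 fold change of endothelial markers was 0.90, below the smallest rise of these genes (3.43 for Col4a5). Heart muscle markers fell in the sorted cells over this interval, by a median log2 fold change of -2.81, but the muscle gene Myh6 was at 259 CPM in cardiac fibroblasts at postnatal day 1 against 11161 in whole hearts. The loss of so small a share of heart muscle cell RNA does not account for the rise of Col4a3 to Col4a6, nor for the fall of Col4a1, which had 691 CPM in whole hearts and 6447 in cardiac fibroblasts at that age. Library size was tested by thinning every library to the smallest total, which changed no count of genes by more than 1.25 times. Timp1, Col4a5, and Col4a6 lie on the X chromosome, and Xist changed by 1.17 in cardiac fibroblasts and -1.75 in whole hearts. A different mix of sexes is not a sufficient explanation for the rise of Col4a5 and Col4a6 in cardiac fibroblasts, since Col4a5 was at 43.3 CPM at postnatal day 1 but 185 at 14 weeks and 163 at 1.5 years, and Col4a6 at 6.17, 53.6, and 81.5, although Xist differs between the 2 later ages. For Timp1 it was not ruled out as part of the difference. The count of splits cannot decide whether chance accounts for the number of collagen genes that differ, since 1 of 16 is the smallest share it allows. The adjusted p values of the single genes, given above, do not rest on that count.

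Between 14 weeks and 1.5 years the tissues differed for Col4a5, by 1.47 (SE 0.32, adjusted p = 0.0129), and for Thy1, by -1.50 (SE 0.35, adjusted p = 0.0201). Between 14 weeks and 1 year they differed for Col1a1, by 1.30 (SE 0.32, adjusted p = 0.0348), Col4a1, by 1.83 (SE 0.32, adjusted p = 0.00465), and Col4a2, by 1.81 (SE 0.32, adjusted p = 0.00465). The cause of these differences was not tested.

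At 1 year, an age absent from the paper's plots of Lox, Lox was higher than at 14 weeks in cardiac fibroblasts, with a log2 fold change of 1.39 (SE 0.28, adjusted p = 0.0272) and both samples of 1 year above both of 14 weeks. Over the alternatives with a test the log2 fold change was between 1.20 and 1.66 and the adjusted p between 8.9e-05 and 0.0432. The interaction with whole heart was 1.64 (SE 0.50, adjusted p = 0.116), so a difference between the tissues was not shown. The cause was not tested.

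Sex-linked genes separated the ages, although the paper does not report the sex of the sequenced animals. Xist had a log2 fold change of 13.12 from 14 weeks to 1.5 years in cardiac fibroblasts and 8.44 in whole hearts, and Ddx3y -10.24 and -7.89. Eif2s3y was estimated at -11.05 and -12.31, but it was at the limit of detection at 1.5 years, so the fall can only be given as at least 874-fold and 621-fold. The samples of 14 weeks and 1 year may come from male and those of 1.5 years from female animals. Without the genes of the X and Y chromosomes, 488 genes changed in cardiac fibroblasts and 2234 in whole hearts over this interval, but genes elsewhere can differ with sex as well. Age and sex therefore cannot be told apart in comparisons of 1.5 years with 14 weeks. Ddx3y also changed by -8.98 in cardiac fibroblasts and -6.51 in whole hearts from postnatal day 1 to 1.5 years, and Xist by -13.23 and -8.48 from 4 to 14 weeks, so sex was not balanced over these intervals either. Every fibroblast sample of postnatal day 1 and 4 weeks held both Xist (147 to 600 CPM by library size) and Ddx3y (25.1 to 50.5). Such samples may pool animals of both sexes, so their SD need not measure the spread between single animals. In whole hearts, 4 weeks replicate 3 had 1 count of Eif2s3y. Sex alone does not account for the fall of Col1a1, which was at 21025 CPM at postnatal day 1 and 11716 at 4 weeks in cardiac fibroblasts but 4441 at 14 weeks and 3087 at 1.5 years, and at 561 and 286 against 98.6 and 129.8 in whole hearts. The lists of collagens, MMPs, TIMPs, and TGF-β pathway genes were not compared in this way. From 14 weeks to 1 year no sex-linked marker passed, yet most module genes kept their direction. In cardiac fibroblasts 49 of 51 Table 2 genes were higher (median log2 fold change 0.51) and 38 of 56 Table 1 genes lower (-0.17). In whole hearts 34 of 35 Table 3 genes were lower (-0.30) and 31 of 32 Table 4 genes higher (0.37). These values argue against sex alone as the cause of the module trends, although the paper chose the genes for them.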

How the results depend on the processing

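The counts of genes, the shares, the correlations, and the single genes named were recomputed under alternatives set before the data were examined. After seeing the data 5 settings (length and GC offsets, the block with these offsets, thinned libraries, and counts without mitochondrial or sex-chromosome genes) were added for the counts of genes, and of these only the offsets were run for the single genes. No correlation was rerun under them. Of these settings, only leaving out the mitochondrial genome was also used for a share of counts. Of 252 counts of genes recomputed under the alternatives set in advance, 195 stayed within 1.5 times the count, and of 89 under the 5 added settings 77 did. The number of collagens differing between tissues stayed within this limit under every alternative run for it. Under the alternatives set in advance for them, the 4 module correlations kept their sign, but their genes were chosen for the trend. Both shares of counts on collagens fell under each alternative set for them, but 0.1 is the smallest exact permutation p that 3 against 3 samples allow, and p in whole hearts was between 0.1 and 0.5. Among the counts within the limit were all those with median-of-ratios size factors, no filter, thinned libraries, or without mitochondrial or sex-chromosome genes. For the changes below the cause was not tested.

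With DESeq2, the genes changed in cardiac fibroblasts numbered 1533 from 4 to 14 weeks (against 726), 1013 from 14 weeks to 1 year (334), and 1259 from 14 weeks to 1.5 years (511), with 8 collagens (4) in the last. In whole hearts they numbered 804 (289) and 856 (175) in the first 2 of these intervals, and 11 collagens (6) were lower at 4 weeks. On simulated data DESeq2 made more false calls. Those data were drawn with edgeR's estimates of spread and had few changed genes, so the share of false calls among these counts is not known.

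With only the 2 ages fitted, cardiac fibroblasts had 2287, 960, and 2002 (against 3061) changed genes for 1 year and 1.5 years against 14 weeks and 1.5 years against postnatal day 1, and 7 collagens changed from 14 weeks to 1.5 years. Whole hearts had 1402 from 14 weeks to 1 year and 11 collagens lower at 4 weeks. At least 10 counts in every sample gave 569 and 808 in cardiac fibroblasts for 1 and 1.5 years against 14 weeks, and 342 in whole hearts for 1 year.

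Requiring a 2-fold change left 1736, 412, 191, and 306 genes in cardiac fibroblasts and 1968, 179, 81, and 1068 in whole hearts for 4 weeks against postnatal day 1, 14 against 4 weeks, and 1 and 1.5 years against 14 weeks. It left 8 collagens lower at 4 weeks and 1 changed from 14 weeks to 1.5 years in cardiac fibroblasts, and 3 changed collagens, 5 MMP and TIMP genes, and 3 TGF-β pathway genes in whole hearts.

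Library size scaling moved the median log2 fold change of all genes in whole hearts by -0.51 from postnatal day 1 to 4 weeks, -0.24 from 4 to 14 weeks, 0.12 from 14 weeks to 1.5 years, and -0.60 from postnatal day 1 to 1.5 years, and in cardiac fibroblasts by -0.18 from 14 weeks to 1 year, -0.18 from 14 weeks to 1.5 years, and -0.15 from postnatal day 1 to 1.5 years. In whole hearts it gave 496 genes from 4 to 14 weeks, 87 from 14 weeks to 1 year, 17 collagens lower at 4 weeks, 3 changed collagens from 14 weeks to 1.5 years, and 12 TGF-β pathway genes (5 with TMM). It also moved the balance of higher and lower genes. In whole hearts higher and lower genes numbered 980 and 3797 (with TMM 2179 and 1097) at 4 weeks against postnatal day 1, 64 and 432 (with TMM 136 and 153) at 14 against 4 weeks, 57 and 30 (with TMM 70 and 105) at 1 year and 1289 and 751 (with TMM 883 and 1415) at 1.5 years against 14 weeks, and 1377 and 5946 (with TMM 2799 and 2927) at 1.5 years against postnatal day 1. In cardiac fibroblasts they numbered 124 and 191 (with TMM 245 and 89) at 1 year and 214 and 366 (with TMM 358 and 153) at 1.5 years against 14 weeks, and 1426 and 1935 (with TMM 1849 and 1212) at 1.5 years against postnatal day 1.

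Among the lists, library size scaling gave in whole hearts, for higher and lower genes, 4 and 17 (with TMM 8 and 6) collagens at 4 weeks, 2 and 1 (with TMM 1 and 4) collagens from 14 weeks to 1.5 years, 2 and 7 (with TMM 3 and 5) MMP and TIMP genes, and 1 and 11 (with TMM 2 and 3) TGF-β pathway genes. In cardiac fibroblasts it gave 6 and 3 (with TMM 7 and 0) MMP and TIMP genes and 4 and 3 (with TMM 6 and 1) TGF-β pathway genes, and 7 and 1 (with TMM 6 and 2) collagens differed between the tissues. Median-of-ratios factors gave 7 and 2 (with TMM 7 and 0) MMP and TIMP genes in cardiac fibroblasts and 2 and 3 (with TMM 1 and 4) collagens in whole hearts.

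Length and GC offsets gave 434, 143, and 279 genes in cardiac fibroblasts for 14 against 4 weeks and 1 and 1.5 years against 14 weeks, and 0 changed collagens in the last, with 13 at an unadjusted p under 0.05. Of the genes changed without offsets, 389, 128, and 234 remained. Over these intervals the log2 fold change in cardiac fibroblasts went with GC content (Spearman's rho -0.31, 0.38, and 0.34 across genes). In whole hearts the offsets gave 545, 321, and 1160 genes, 12 collagens lower at 4 weeks, and 8 changed from 14 weeks to 1.5 years (7 higher, 1 lower). Of the 2298 genes without offsets, 821 remained.

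The labels give all whole heart groups the same replicate numbers, and also the fibroblast groups of postnatal day 1 and 4 weeks. Later fibroblast samples carry other numbers. With the replicate block 1631 genes (against 2903) changed in cardiac fibroblasts from postnatal day 1 to 4 weeks and 45 (against 175) in whole hearts from 14 weeks to 1 year. The block with offsets gave 456 and 965 genes in whole hearts for 14 against 4 weeks and 1.5 years against 14 weeks, and 3 TGF-β pathway genes. Whether equal numbers mark paired samples was checked by the correlation of same-numbered samples of different ages, whose mean was 0.0376 in cardiac fibroblasts (-0.0037 for 4 weeks and postnatal day 1) and -0.0239 in whole hearts (-0.0337 for these ages). The mean for differently numbered samples was -0.0053 and 0.0123.

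With each replicate left out in turn, counts in whole hearts ran from 77 to 283 genes for 14 against 4 weeks, 7 to 85 for 1 year against 14 weeks, and 1185 to 3284 for 1.5 years against 14 weeks, from 2 to 6 changed collagens, 4 to 7 MMP and TIMP genes, and 3 to 10 TGF-β pathway genes. In cardiac fibroblasts 14 against 4 weeks ran from 396 to 722. Comparisons between ages of 2 fibroblast samples gave no count, since 1 sample would remain.

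Of the 70 single-gene values, the direction reversed for Tgfbr1 in cardiac fibroblasts at 1.5 years against postnatal day 1 (log2 fold change 0.01), at -0.0126 with DESeq2 or median-of-ratios factors, -0.20 with library size only, -0.0099 with at least 10 counts, and -0.0764 without postnatal day 1 replicate 3. It was 0.19 without 1.5 years replicate 4 and also reversed, at -0.19, without replicate 5, each of which leaves 1 sample at that age and no test. Timp2 in whole hearts at 1.5 years against postnatal day 1 was -0.0841 with library size only. Lox against 14 weeks was 0.0149 in cardiac fibroblasts at 1.5 years with offsets, and in whole hearts 0.13 at 1 year without 1 year replicate 2 and, at 1.5 years, 0.0710 without 1.5 years replicate 3 and 0.14 with offsets. Over the replicates left out, Lox in whole hearts ran from -0.57 to 0.13 at 1 year and from -0.64 to 0.07 at 1.5 years. Of the other recomputed values set in advance, 14 came to pass the threshold and 12 no longer passed it, and with replicates left out 2 and 32 did so.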

Differences from the paper's values

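The correlations of the modules with time were larger in size than those of the paper's figures. For M3 in cardiac fibroblasts r was -0.92 against the paper's about -0.84 (Fig. 5B, read by eye), and for M17 0.97 against about 0.83 (Fig. 5B, read by eye). In whole hearts r was -0.98 for M1 against the paper's about -0.84 (Fig. 6B, read by eye) and 0.96 for M17 against about 0.85 (Fig. 6B, read by eye). The correlations here are over the genes listed in the tables, not over whole modules. None of the alternatives set before the data were examined closed the gap. With age in days r was -0.78, 0.87, -0.91, and 0.89 in the same order.

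The paper's text has Col1a2 and Col3a1 falling from the neonatal period to 4 weeks in cardiac fibroblasts. Col1a2 had a log2 fold change of -0.40 (adjusted p = 0.14) and passed only with DESeq2 (-0.42, adjusted p = 0.0308), and Col3a1 had -0.19 (adjusted p = 0.625) and passed under no setting. In whole hearts Col1a2 had -0.51 (adjusted p = 0.073) and passed with DESeq2 (adjusted p = 0.0195), with library size only (adjusted p = 0.00264), with at least 10 counts in every sample (adjusted p = 0.0268), without 4 weeks replicate 3 (adjusted p = 0.025), and with length and GC offsets, chosen after seeing the values (adjusted p = 0.0211). Col3a1 in whole hearts had -0.23 (adjusted p = 0.514) and passed with library size only (adjusted p = 0.0321). From 4 to 14 weeks these genes passed in both tissues.

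The paper has most collagens falling by 4 weeks and names Col IV as the only rising ones. In cardiac fibroblasts 29 of 43 had a lower mean, 13 of them at an adjusted p under 0.05, and the 8 that were higher included 4 outside Col IV, while Col4a1 (log2 fold change -0.43, adjusted p = 0.0354) and Col4a2 (log2 fold change -0.85, adjusted p = 7.4e-04) were lower. The paper's gene Col1a3 was not found among the symbols.

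Among older against younger animals, taken as 1.5 years against postnatal day 1, the paper has Mmp19 and Timp1 rising (Supplemental Figure 2, A and B) and Smad1 and Tgfbr1 falling in both tissues. In whole hearts Mmp19 had a log2 fold change of 0.97 (adjusted p = 0.261) and passed under no setting, and Timp1 had -0.91 (adjusted p = 0.245) and was higher under no setting. With length and GC offsets, chosen after seeing the values, Timp1 was lower (-1.79, adjusted p = 0.0386). Against 14 weeks in place of postnatal day 1, Timp1 passed as higher at 1.5 years in whole hearts, as the paper has it, and Mmp19 did not pass. Age and sex cannot be told apart over that interval. Smad1 (log2 fold change -0.24, adjusted p = 0.616) and Tgfbr1 (log2 fold change 0.01, adjusted p = 1.00) passed under no setting in cardiac fibroblasts. In whole hearts Smad1 (log2 fold change -0.31, adjusted p = 0.338) and Tgfbr1 (log2 fold change -1.09, adjusted p = 0.148) passed with library size only, at -0.92 (adjusted p = 0.00765) and -1.67 (adjusted p = 0.0279).

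The paper has transcription programs stable from 14 weeks on. Between 14 weeks and 1.5 years, 511 genes changed in cardiac fibroblasts and 2298 in whole hearts, and under every setting that gave a count at least 279 and 965 genes changed, respectively. Age and sex cannot be told apart over this interval. From 14 weeks to 1 year, where no sex-linked marker passed, 334 and 175 genes changed. With each replicate left out the count in whole hearts ran from 7 to 85, whereas with only the 2 ages fitted the counts were larger in both tissues.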

Other observations

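The comparisons with other splits of the samples were chosen only after the results were seen.

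Transcript length is a candidate explanation for part of the whole heart pattern in which Table 3 genes fall and Table 4 genes rise. From 14 weeks to 1.5 years the log2 fold change fell with transcript length across 12972 genes (Spearman's rho -0.55), and against the mean of 14 weeks the 3 samples of 1.5 years had a rho of -0.56, -0.52, and -0.38. Among random lists matched on length and expression, the median of the Table 3 genes lay at percentile 0.17 for 1.5 years against 14 weeks and 0 against postnatal day 1, and that of the Table 4 genes at percentile 94.38 and 100. With length and GC offsets, the median from 14 weeks to 1.5 years went from -0.88 to -0.37 for Table 3 and from 0.72 to 0.16 for Table 4. The paper chose these genes for their trend, so the percentiles cannot decide the question. Nuclear genes of mitochondrial families outside Table 4 lay at percentile 99.89 and 100. Against postnatal day 1, the medians at 1.5 years with offsets were -1.06 for Table 3, 1.09 for Table 4, and 0.69 for these families. A bias with transcript length or RNA integrity is thus not the whole account against postnatal day 1. From 14 weeks to 1.5 years the median of these families went from 0.63 to 0.11 with offsets, although without them it lay above nearly all of the matched lists, so how much of the rise such a bias explains over this interval was not settled.

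Stress of cell dissociation is a candidate explanation for part of the rise of the Table 2 genes in cardiac fibroblasts. The list of immediate early and heat shock genes had a median log2 fold change of 1.01 from 14 weeks to 1.5 years in cardiac fibroblasts and -0.43 in whole hearts, which were not dissociated. The Table 2 genes in the list had a median of 1.23 and the others 0.45. Between postnatal day 1 and 1.5 years the list had a median of 1.88 in cardiac fibroblasts but also 0.76 in whole hearts, so this interval does not decide it. The Table 2 genes outside the list still rose, by a median of 1.37.

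Leukocyte RNA is a candidate explanation for part of the changes between 14 weeks and 1.5 years. Leukocyte markers had a median log2 fold change of 1.26 in cardiac fibroblasts, where all 9 tested were higher, 0 at an adjusted p under 0.05 and 3 at an unadjusted p under 0.05, and 0.88 in whole hearts, where 9 of 10 were higher and 3 passed the adjusted threshold.

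The 5 whole heart comparisons between pairs of ages, and that of 4 weeks with postnatal day 1 in cardiac fibroblasts, were set beside other splits of the same 6 samples. Of the 4 splits that part all same-numbered samples, 1, the real one, gave as many changed genes in each of these comparisons. The same was found for the lists tested in this way, which are the collagens lower at 4 weeks in both tissues and, in whole hearts, the collagens changed from 14 weeks to 1.5 years and the MMP and TIMP and the TGF-β pathway genes changed from postnatal day 1 to 1.5 years. The other splits gave at most 1 gene. The remaining 6 splits leave same-numbered samples together, and none of them gave a changed gene. With so few splits, chance cannot be ruled out by this count. Of 100 splits of the whole heart samples into 5 groups, 1, the real one, gave as many as the 6178 genes that differ among ages, and the largest of the others gave 3657.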
